# Characterization of radiation-resistance mechanism in *Spirosoma montaniterrae* DY10^*T*^ in terms of transcriptional regulatory system

**DOI:** 10.1038/s41598-023-31509-8

**Published:** 2023-03-23

**Authors:** Changyun Cho, Dohoon Lee, Dabin Jeong, Sun Kim, Myung Kyum Kim, Sathiyaraj Srinivasan

**Keywords:** Computational biology and bioinformatics, Computational models, Gene regulatory networks, Machine learning

## Abstract

To respond to the external environmental changes for survival, bacteria regulates expression of a number of genes including transcription factors (TFs). To characterize complex biological phenomena, a biological system-level approach is necessary. Here we utilized six computational biology methods to infer regulatory network and to characterize underlying biologically mechanisms relevant to radiation-resistance. In particular, we inferred gene regulatory network (GRN) and operons of radiation-resistance bacterium *Spirosoma montaniterrae* DY10$$^T$$ and identified the major regulators for radiation-resistance. Our results showed that DNA repair and reactive oxygen species (ROS) scavenging mechanisms are key processes and Crp/Fnr family transcriptional regulator works as a master regulatory TF in early response to radiation.

## Introduction

Exposure to high levels radiation adversely affects cells, damaging the nucleic acids, proteins, lipids and cellular components of cells, which results in cell death. Ultraviolet (UV) radiation directly damages DNA and causes genetic disruption by inducing pyrimidine dimerization, single-stranded breaks (SSBs) and double-stranded breaks (DSBs)^1–3^. In addition, radiation induces indirect damage through reactive oxygen species (ROS), such as hydroxyl radicals, superoxide anions, and hydrogen peroxide within cells by radiolysis of water. Interestingly, there are radiation-resistant organisms which are able to withstand high levels of radiation exposure. The radiation-resistant organisms are known to protect cells from genome-wide disruption and homeostasis disruption by activating underlying defense systems such as DNA repair and ROS detoxification.

*Deinococcus radiodurans*, is the most well characterized radiation-resistant organism. *Deinococcus radiodurans* shows remarkable radiation-resistance characteristics for high levels of ionizing radiation (IR), X-rays and gamma rays^4^, compared to the yeast *Saccharomyces cerevisiae*, the bacterium *Escherichia coli*, and the human cells. When *Deinococcus radiodurans* radiated, cell recovers the radiation induced damage through efficient regulation of DNA repair systems, including extended synthesis-dependent strand annealing (ESDSA) process and homologous recombination by the RecF pathway^5^. This organism deals with radiation induced ROS through enzymatic systems and non-enzymatic systems, including the following molecules: superoxide dismutase, catalase, peroxidase, pyrroloquinoline-quinone, deinoxanthin, and bacillithiol^6^. In particular, the unusual high intracellular Mn/Fe ratio, has been correlated with radiation-resistance through the low-molecular-weight metabolite (LMWM) systems that forms ROS-scavenging Mn$$^{2+}$$-metabolite complexes^7^. In addition, it is reported that organisms in three domains of life (Archaea, Bacteria, and Eukaryota) such as *Rubrobacter radiotolerans*, *Kineococcus radiotolerans*, *Halobacterium salinarum*, *Thermococcus gammatolerans* and *Pyrococcus furiosus* have radiation-resistance through different mechanisms^8–11^.

Organism-level biological properties are driven by interactions among genes rather than the effect of individual genes. Genes rarely work individually and generally cooperate to perform specific biochemical functions. Also worth noting is transcription of genes that is mainly regulated by transcription factors (TFs) in a cell-specific manner^12^. Thus, we view that radiation-resistance property is the result of association of multiple intracellular elements including TFs and target genes. Existing studies on radiation-resistance in various strains, such as *Deinococcus radiodurans*, also identified that radiation-resistance is driven through a complex pathways. However, in order to understand the complex underlying mechanism of radiation-resistance both at the transcriptome-level and at the system-level, powerful network-based approaches are needed.

Innovative advances in bioinformatics have accelerated biological knowledge discovery and allowed mathematical modeling of biological systems with transcriptional repressors/activators and post-transcriptional RNA regulators. Ahn et al., applied Gene Regulatory Network (GRN) and successfully identified regulatory modules that respond to cold and heat stress in Arabipodsis^13^. GRN is a collection of genetic molecules that represent systematic understanding of the molecular interactions underlying biological processes includes how gene expressions are regulated and carry out cellular functions^14–17^. GRN based network analysis aids in the identification of regulatory mechanisms to understand complex biological phenomena^12^. For decades, a number of computational methods have attempted to develop GRN inference algorithms^18–21^. One of these methods relies on TF binding motifs or genomic accessibility^22^.

In our previous work, we isolated a remarkable radiation-resistant bacterium *Spirosoma montaniterrae* DY10$$^{T}$$ from the soil of south Korea and identified their taxon and radiation-resistance property^23^. In addition, several radiation-resistant species have been reported in the *Spirosoma* genus^24,25^. Besides this, the specific mechanism of radiation-resistance of *Spirosoma* genus has not been investigated. Understanding the complex underlying mechanisms of *Spirosoma* genus involves two major issues. First, for understanding complex underlying mechanism, gene-level approach could not bridge the gap between transcriptome-level perturbations and organism-level phenomenon. Second, to apply a system-level approach, knowledge between genes and regulators is limited, and is only available for a few well-known model strains. In this study, we generated time-series transcriptome data of radiation-resistant strain DY10$$^T$$ under UVC radiation. Subsequently, we show that gene regulatory network for uncharacterized strain can be inferred using six in silico methods without labor-intensive and time-consuming in vitro and in vivo experiments (Fig. 1). Dataflow of utilized computational tools were summarized in Supplementary Table S1. In summary, our biological system-level approach revealed that the radiation-resistance phenotype of strain DY10$$^{T}$$ stems from DNA repair and ROS scavenging mechanisms, and we identified Crp/Fnr family transcriptional regulator as a master regulatory TF in early response to UVC radiation.

**Figure 1:**
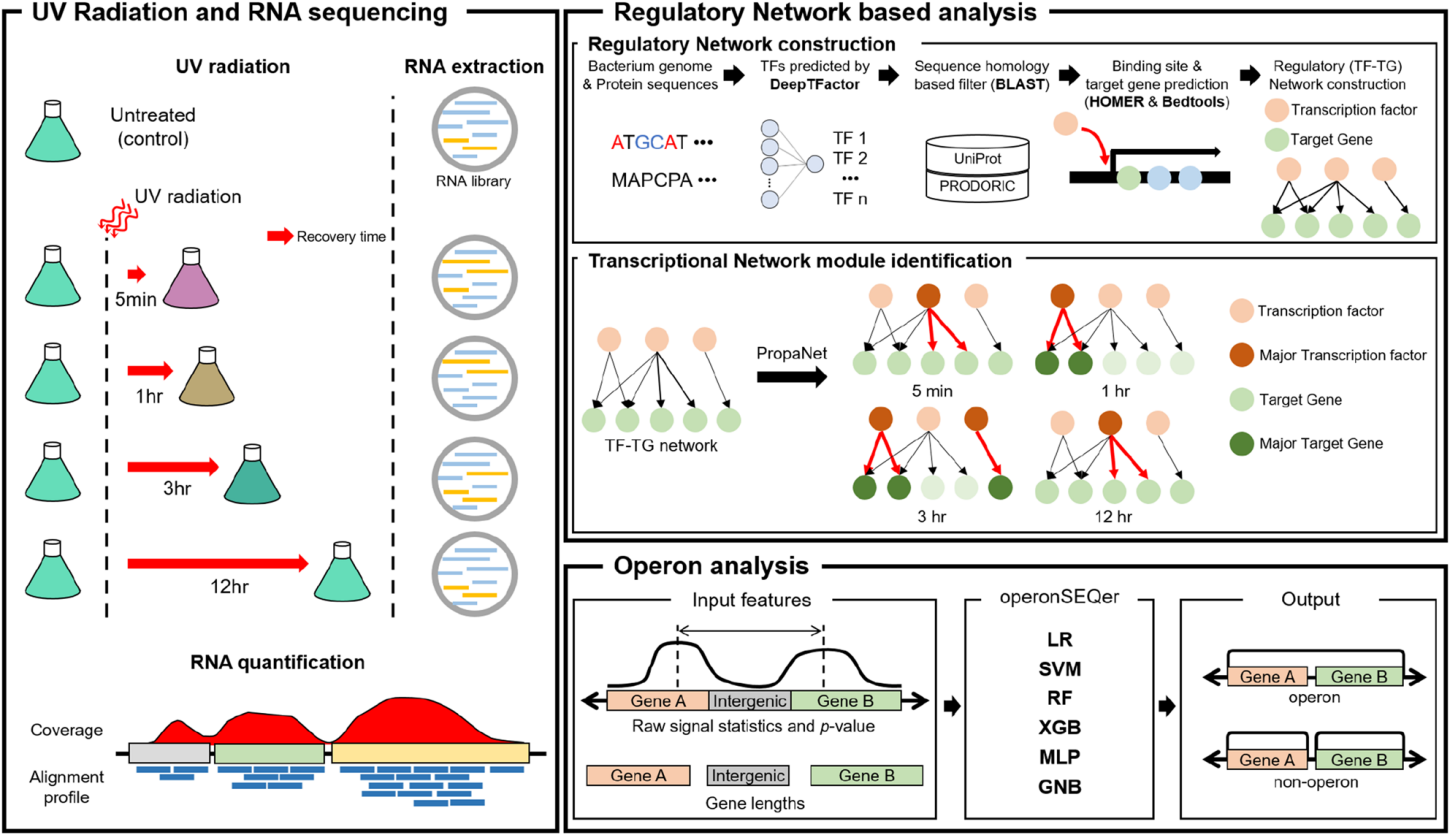
Schematic overview of our approach. In order to investigate radiation-resistance mechanism, RNA from UVC treated and untreated samples was extracted and quantified. In order to understand radiation-resistance mechanism in system-level, regulatory network based analysis and operon analysis were conducted. In the regulatory network based analysis, GRN of *Spirosoma montaniterrae* DY10$$^{T}$$ was constructed using four computational methods (DeepTFactor, BLAST, HOMER, and Bedtools) and Key regulatory relationships over time on the GRN identified using PropaNet. In the operon analysis, operons in *Spirosoma montaniterrae* DY10$$^{T}$$ were detected using operonSEQer.

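Strain DY10T was grown at 25 °C, exposed to 600 J/m2 of UVC radiation at 254 nm and collected 5 min, 1 h, 3 h and 12 h later, beside untreated cells. RNA-seq data of 5 libraries were used, 1 for each condition, so the spread between replicates could not be computed and no p-value is given for any gene. Each of the 4 UVC libraries was compared with the same untreated library, and no untreated library of a later time was used here. The paper states that each sample was obtained from 3 independent RNA isolations and does not state whether these were pooled. Strand-specific libraries were sequenced as paired-end reads of 150 bp with an average output of 3 Gb per sample. The authors trimmed the reads with Trim Galore (version 0.6.7), aligned them to the reference genome (build ASM198895v1) with HISAT2 (version 2.1.0) and counted the mapped reads on each gene with HTSeq (version 0.12.4). The paper's text does not name the counting mode or the strand setting. The deposited values are these read counts on 4882 loci, without normalization. The total count on the loci was 8898229 in the untreated library, 12515060 at 5 min, 12131558 at 1 h, 12951922 at 3 h and 12069905 at 12 h after UVC radiation, with a median of 12131558. The values given here rest on these totals and not on the output in Gb. Counts were scaled with the TMM factors of edgeR and taken to the log2 scale after division by the scaled totals, with a prior count of 1. Genes with a mean count of at least 10 over the 5 libraries were kept, which left 4866 loci. The log2 fold change is the difference of these values between a UVC library and the untreated library, and a gene was called up-regulated at 1 or more and down-regulated at -1 or less, the threshold of the paper. A 95% interval of each log2 fold change was computed from the exact binomial distribution of the 2 counts. These intervals cover counting error only, since each condition has 1 library here and the paper's text names no molecular identifiers. Positions come from the RefSeq annotation of the same build, in which 4859 of the loci were found.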

## Results

### Biological implications of *Spirosoma montaniterrae* DY10$$^T$$ in response to UVC radiation

To investigate transcriptome-level responses to UVC radiation, we analyzed differentially expressed genes (DEGs) between the UVC untreated and UVC treated samples over time (|$$\log _{2} \text {(fold change)}$$| $$\ge$$ 1; Fig. 2A,B).Number of DEGs at 5 min, 1 h, 3 h, and 12 h after UVC radiation for *Spirosoma montaniterrae* was 97, 65, 34, and 54 for up-regulated and 83, 61, 14, and 11 for down-regulated, for a total of 264 unique genes. 

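At 5 min after UVC radiation, 130 genes were up-regulated and 42 were down-regulated against the untreated library. The numbers were 81 and 35 at 1 h, 29 and 13 at 3 h, and 41 and 12 at 12 h. In total, 233 unique genes were called, and none was up-regulated at 1 time point and down-regulated at another. The whole counting interval lay beyond the threshold for 90 of the up-regulated and 27 of the down-regulated genes at 5 min. By the difference in number, leaving out any scaling moved the up-regulated genes at 5 min most, to 355, with 18 down-regulated. A threshold of 2 left 23 up-regulated and 3 down-regulated genes at 5 min. Scaling by the total count alone gave 93 up-regulated and 79 down-regulated genes at 5 min. Of the genes called at 5 min, 75.6% were up-regulated with TMM factors and 54.1% with the total count alone. At 1 h these shares were 69.8% and 52.1%. The total count alone placed the median log2 fold change of all genes at -0.16 at 5 min, -0.13 at 1 h, 0.03 at 3 h and 0.06 at 12 h, against -0.01, -0.01, -0.00 and 0.01 with TMM factors. The spread between cultures, which 1 library per condition cannot show, sets how many genes pass the threshold by chance. In 100 simulated series with no effect of UVC radiation and counting error alone, 2.65 genes were up-regulated and 1.87 were down-regulated at 5 min on average. With a coefficient of variation of 0.1 between cultures added, these numbers were 4.21 and 3.22, with 20.5 unique genes over the 4 time points. With 0.2 they were 54.2 and 52.0, and 342 unique genes were called. At 1 h, 3 h and 12 h, 55.1, 53.0 and 55.0 up-regulated and 52.4, 51.1 and 51.5 down-regulated genes were then called. These are more down-regulated genes than in the data at all 4 times, and more up-regulated genes than in the data at 3 h and 12 h. The SD of the log2 fold change over genes with 0.2 was 0.431 at 3 h and 0.432 at 12 h, against 0.274 and 0.302 in the data. This argues against a coefficient as large as 0.2 in all genes of these libraries. At 5 min the SD of the data was higher, 0.478 against 0.432. A spread of 0.2 in some of the genes stays open.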

In the case of *E. coli*, the number of DEGs at 5 min, 10 min, 20 min, 40 min and 60 min after UVC radiation was 355, 241, 247, 238 and 137 for up-regulated and 261, 220, 284, 152 and 77 for down-regulated, respectively for a total of 1039 unique genes. The gene expression patterns of strain DY10$$^T$$ and *E. coli* were visualized through a hierarchically-clustered heatmap (Fig. 2C,D). We identified two clusters for strain DY10$$^T$$ and three clusters for *E. coli* with hierarchically-clustered heatmaps by Scipy package^26^ (Linkage threshold was set to 3). Cluster1 in strain DY10$$^T$$ contained 105 genes and was the set of genes that were up-regulated in early response, and cluster2 in strain DY10$$^T$$ contained 162 genes and was the set of genes that were down-regulated in early response (Fig. 2C). 

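The called genes were clustered on the z-scores of their log2 values over the 4 UVC libraries, with average linkage on Euclidean distances and a linkage threshold of 3. The paper's text gives the threshold and does not name the linkage method or the distance. Of 233 genes, 143 fell in a cluster with a mean z-score of 1.13 at 5 min, 0.53 at 1 h, -0.66 at 3 h and -0.996 at 12 h. The other 90 genes had mean z-scores of -0.65, -0.41, 0.31 and 0.75. At 5 min the median log2 fold change was 1.32 in the early cluster and -0.62 in the other cluster. In the other cluster, 62 of 90 genes lay below 0 at 5 min, and 40 were called down-regulated. Ward linkage with 2 clusters moved the sizes most among the settings chosen in advance, to 119 and 114 genes. With complete linkage at the same threshold, 6 clusters formed, and those with a mean z-score above 0 over 5 min and 1 h held 149 genes and the others 84.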

Cluster1 in *E. coli* contained 410 genes and was the set of genes that were up-regulated in early response, and cluster2 in *E. coli* contained 309 genes and was the set of genes that were down-regulated in early response (Fig. 2D). Cluster1 and cluster2 of each strain showed similar expression patterns. However, gene comparison based on sequence homology, 18 genes were shared in cluster1 and 33 genes were shared in cluster2. From these results, we confirmed that radiation-resistant strain and radiation-sensitive strain respond differently to UV radiation. Furthermore, we performed pathway enrichment analysis with KEGG pathway and DEGs to capture the biological implications of DEGs in strain DY10$$^T$$ and *E. coli*. The results showed that Homologous recombination, Mismatch repair (MMR) and Nitrogen metabolism were significantly enriched terms (*p*<0.05) among up-regulated genes in early response to UVC radiation in strain DY10$$^{T}$$ (Fig. 3A). In addition, we investigated the perturbations over time of the genes belonging to significantly enriched terms.

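Functional lists were built from the gene symbols of the annotation, and each list's median log2 fold change was ranked among 10000 random lists of the same number of genes matched on mean expression. No KEGG enrichment was computed. The paper's enrichment concerns the called genes of a pathway. A list's median is another measure, which a few strongly raised members need not move. Of 20 Homologous recombination genes, *ssb* being added because the paper assigns it there, 5 were up-regulated at 5 min. These were *recA*, *ruvB*, *recR*, *ssb* and a *recQ* gene (AWR27_RS13630, from 3151029 to 3153182), whose log2 fold change was 1.40. The lowest value was -0.45 for *ruvC* (AWR27_RS06990). The median of the list was 0.25 (95% counting interval 0.16 to 0.34), higher than 98% of the random lists, and by symbol alone, without *ssb*, it was 0.18 and higher than 90.9%. Of 10 Mismatch repair genes, *mutS* and *ssb* were up-regulated at 5 min, beside 130 of all 4866 genes kept, and no enrichment was tested. The gene *mutL* (AWR27_RS21140, from 4906698 to 4908680) had a log2 fold change of 0.96. The members *recJ*, *holA*, *holB*, *dnaE*, *dnaN* and *ssb* are also in the Homologous recombination list. The median of the Mismatch repair list was -0.08 (-0.20 to 0.04), higher than 17.8% of the random lists. At 1 h it was 0.15 (0.11 to 0.20), higher than 80.8%, and at 3 h 0.08, higher than 85.1%. By symbol alone, without *ssb*, the median at 5 min was -0.16, higher than 5.8% of random lists. The 4 Nitrogen metabolism genes had a median of 1.07 (0.95 to 1.2), higher than 99.9% of the random lists, and 2 of them were up-regulated. One of these 2, the glutamine synthetase gene, has no symbol and was added because the paper names it as an up-regulated gene of this pathway. Without it, the median of the 3 genes found by symbol was 0.37, higher than 92.1% of random lists. The 2 genes below the threshold were *gltB* (AWR27_RS08505) with 0.36 and *nirD* (AWR27_RS22360) with 0.37. Among the scalings, leaving out any scaling moved the medians most, to 0.60 for Homologous recombination, 0.27 for Mismatch repair and 1.42 for Nitrogen metabolism, so that the Mismatch repair median lay above 0. Under each scaling, the ranks moved by no more than 5 points or their counting error. This follows from the construction, since the random lists shift with the scaling. The plot of list members at 5 min gives each gene's value.

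**Figure D1:**
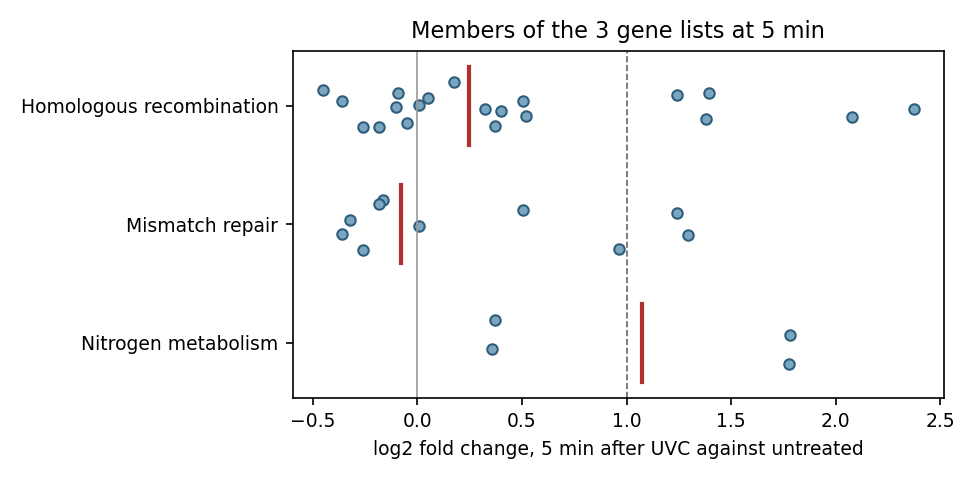
Log2 fold change at 5 min after UVC radiation against the untreated library for each member (points) of 3 gene lists, with the list's median (vertical bar), 0 (solid line) and the threshold of 1 (dashed line). The medians are 0.25, -0.08 and 1.07, and 5 of 20, 2 of 10 and 2 of 4 members lie above 1.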

In Homologous recombination and Mismatch repair pathways, *ssb*, *recA*, *recR*, *ruvB* and *mutS* were remarkably up-regulated genes at an early response after UVC radiation and gradually decreased over time (Fig. 3C). *ssb* (AWR27_RS23025) is a gene that involved in both Homologous recombination and Mismatch repair process. 

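*recA* lies from 3996227 to 3997321 on the chromosome. It had 7239 counts in the untreated library and 47747 at 5 min, a log2 fold change of 2.37 (95% counting interval 2.34 to 2.41), followed by 2.03 at 1 h, 0.85 at 3 h and 0.40 at 12 h. *ruvB* (from 4918944 to 4919972) rose from 3295 to 17719 counts, and its log2 fold change of 2.08 (2.03 to 2.13) at 5 min was 1.96, 0.78 and 0.41 at the later times. The gene *recR*, from 1377399 to 1378010, had log2 fold changes of 1.38 (1.3 to 1.47), 0.84, 0.25 and 0.06 over the same times. Those of *mutS*, from 1331606 to 1334251, were 1.29 (1.22 to 1.37), 1.05, 0.35 and 0.07. For *ssb*, from 5353426 to 5353944, they were 1.24 (1.17 to 1.32), 0.79, 0.10 and 0.01. At 12 h the counting intervals of *recR*, *mutS* and *ssb* included 0, and those of *recA* and *ruvB* did not. The alternative that moved *recA* most was the 3 h library as the reference, which gave 1.53 at 5 min. With this reference *mutS* fell below the threshold at 5 min, to 0.95, and the other 4 genes stayed above it.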

Expression of *ssb* is a part of the SOS regulon and elevation of *ssb* gene in UVC radiated cells in an SOS-dependent manner was reported^27^. *recA* (AWR27_RS17265) and *recR* (AWR27_RS05955) play a central role in DNA maintenance and its induction is considered as a dominant marker for the onset of homologous recombination. When DNA damage occurs, bacterial RecR forms complexes with RecO and RecF that enhances loading RecA on to damaged DNA and catalyzes homologous recombination process^28–30^. 

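Both *recF* (AWR27_RS20875, from 4848192 to 4849289) and *recO* (AWR27_RS14125, from 3259290 to 3259982) are annotated in strain DY10T, beside *recR*. *recF* had 787 counts in the untreated library and 938 at 5 min, a log2 fold change of -0.09 (95% counting interval -0.23 to 0.04), and its values at 1 h, 3 h and 12 h were -0.08, 0.02 and 0.01. *recO* had 307 and 505 counts, and its log2 fold change at 5 min was 0.37 (0.16 to 0.58), which excludes 0 and lies below the threshold. At the later times *recO* had values of 0.13, -0.05 and 0.08. Neither gene passed the threshold at any of the 4 time points with TMM factors, DESeq2 size factors, upper-quartile factors, the total count or the raw counts. The highest value was 0.72, for *recO* at 5 min with the raw counts.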

We found it interesting that the strain DY10$$^T$$ also has RecR, RecF and RecO encoded genes but only *recR* was perturbed significantly. *ruvB* (AWR27_RS21175) is a gene encodes Holliday junction DNA helicase RuvB which is also key molecule for DNA maintenance especially in homologous recombination^31,32^. *mutS* (AWR27_RS05750) encodes a bacterial MMR protein that responsible for the repair of mispaired bases^33^. In Nitrogen metabolism, nitrite reductase large subunit (AWR27_RS22355) and glutamine synthetase beta-grasp domain-containing protein (AWR27_RS10835) are products of remarkably up-regulated genes at an early response after UVC radiation (Fig. 3D). 

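The gene of the nitrite reductase large subunit, *nirB* in the annotation, lies from 5191034 to 5193559 and had 461 counts in the untreated library. Its log2 fold change was 1.78 (95% counting interval 1.64 to 1.93) at 5 min, 1.77 at 1 h and 0.68 at 3 h. At 12 h it was -0.31 (-0.49 to -0.13), below the untreated level under each scaling and above it, at 0.18, with the raw counts. The glutamine synthetase gene lies from 2479785 to 2480813 and rose from 3060 counts to 13320 at 5 min. Its log2 fold changes were 1.77 (1.72 to 1.83), 1.36, 0.40 and 0.03 in order of time, and the interval at 12 h included 0. The adjacent *nirD* gene, from 5193697 to 5194041, did not pass the threshold at any time, and its counting interval at 5 min was -0.00 to 0.76.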

Nitrite reductase (NiR) is an enzyme that catalyzes the reduction of nitrite (NO_2_$$^{-}$$) to nitric oxide (NO), thereby carrying out ionizing radiation-induced nitric oxide detoxification^34,35^. Glutamine synthetase (GS) is an ATP-dependent enzyme that catalyzes the assimilation of glutamate and ammonia to glutamine and the up-regulation of GS in bacteria is an effective means to survive when assaulted by ROS^36^.

Unlike strain DY10$$^T$$, among the up-regulated DEGs of *E. coli* in response to UVC radiation, the significantly enriched terms (Ribosome, Fatty acid biosynthesis, Polyketide sugar unit biosynthesis, Pyrimidine metabolism, and Biotin metabolism) were not related with DNA repair or ROS detoxification processes (Fig. 3B). This difference explains partially why *E. coli* is less resistant to radiation stress for survival.

**Figure 2:**
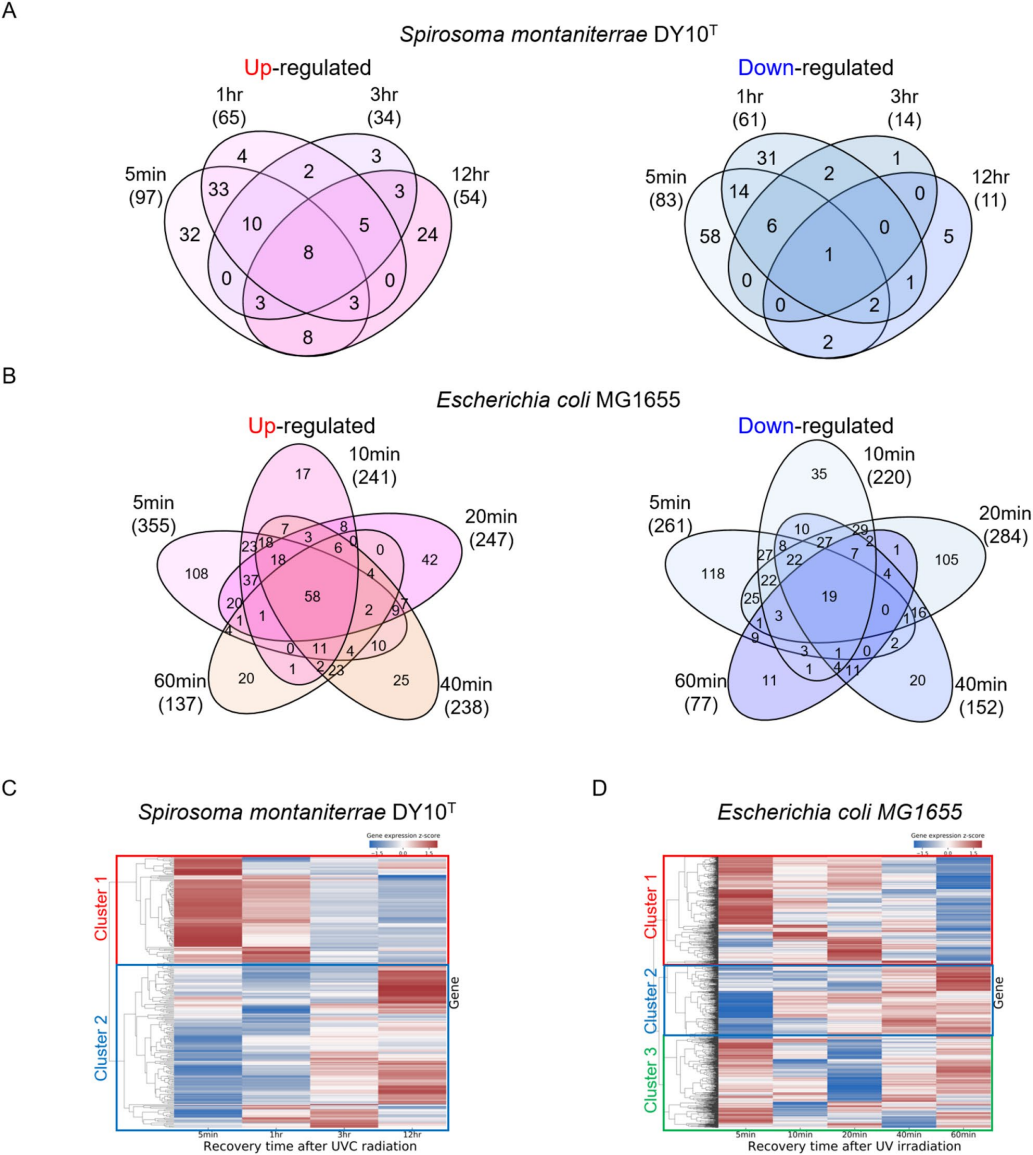
Differentially expressed genes (DEGs) analysis of *Spirosoma montaniterrae* DY10$$^{T}$$ and *Escherichia coli*. (**A**,**B**) The number of up-regulated and down-regulated DEGs with |$$\log _{2} \text {(fold change)}$$| $$\ge$$ 1 in varying time points. (**C**,**D**) Heatmap of 264 DEGs of *Spirosoma montaniterrae* and 1039 DEGs of *E. coli* in varying time points. The row represents the gene, and the columns represents each sample with varying time points. The redder the color, the higher the gene expression value. The bluer the color, the lower the gene expression value. Each bounding box identifies a gene cluster.

**Figure 3:**
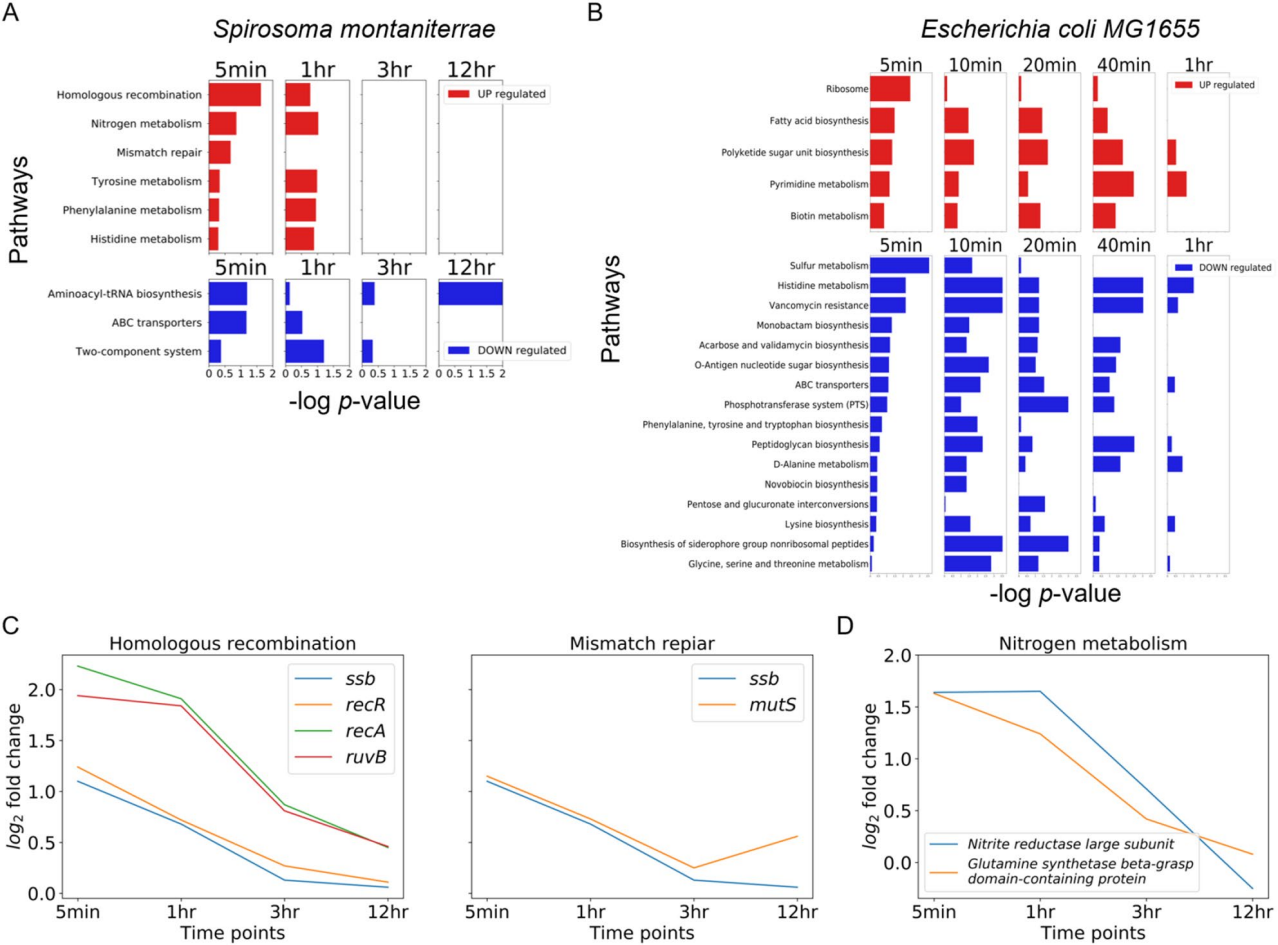
Pathway enrichment analysis of *Spirosoma montaniterrae* DY10$$^{T}$$ and *Escherichia coli*. (**A**) The significantly enriched terms of KEGG pathways of *Spirosoma montaniterrae* in varying time points. (**B**) The significantly enriched terms of KEGG pathways of *Escherichia coli* in varying time points. (**C**,**D**) Variation over time of significantly changed genes among genes related to homologous recombination, mismatch repair and Nitrogen metabolism processes in *Spirosoma montaniterrae*.

### Regulatory mechanism in response to UVC radiation in *Spirosoma montaniterrae* DY10$$^{T}$$

In order to understand the regulatory mechanism of strain DY10$$^{T}$$ in response to UVC radiation, we investigated time-varying transcriptional network module using PropaNet (“Materials and methods” section: “Gene regulatory network based analysis”) with GRN and time-series transcriptome data; untreated sample and UVC radiated samples collected at 5 min, 1 h, 3 h and 12 h after radiation. Transcriptional network module is a regulatory network of TFs and target genes that can describe state of organism at each time point. The results showed the visualization of identified time-varying transcriptional network modules in response to UVC radiation (Fig. 4A). The nodes and edges shown in the figure represent the condition-specific sub-network modules containing TFs and target genes that respond to UVC stimulation among the template GRN. Changes of the sub-network modules showed that the effects of UVC radiation gradually recovered over time. 

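The SD of the log2 fold change over 4866 genes was 0.478 at 5 min (95% interval from resampled genes 0.454 to 0.503), 0.411 (0.390 to 0.434) at 1 h, 0.274 (0.259 to 0.289) at 3 h and 0.302 (0.293 to 0.312) at 12 h. It fell over the first 3 time points and was higher at 12 h than at 3 h. The intervals treat genes as independent and hold no spread between cultures, since each time has 1 library. They cannot show whether 12 h differs from 3 h beyond that spread. No untreated library of 12 h was used, so time in culture cannot be told apart from UVC radiation there. Of all genes, 19.8% had an absolute log2 fold change of at least 0.5 at 5 min, 14.1% at 1 h, 5.34% at 3 h and 7.83% at 12 h. Counting error alone gave a simulated SD of 0.132 at 5 min and 0.127 at 3 h. With a coefficient of variation of 0.1 between cultures the simulated SD was 0.243 at 5 min, and with 0.2 it was 0.432. At 1 h, 3 h and 12 h the simulated SD with 0.2 was 0.433, 0.431 and 0.432, above the SD of the data. At 3 h and 12 h it also lay above the interval of the data, which argues against a coefficient of 0.2 in all genes of these libraries. The alternative that moved the SD most was a mean count of at least 100, which gave 0.287 at 12 h. The 130 genes up-regulated at 5 min had a median log2 fold change of 1.37 at that time, 1.02 at 1 h, 0.40 at 3 h and 0.27 at 12 h. For the 42 genes down-regulated at 5 min, the medians were -1.28, -0.79, -0.56 and -0.69. These genes were selected by their values at 5 min, which by itself places the medians at the other times closer to 0.

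**Figure D2:**
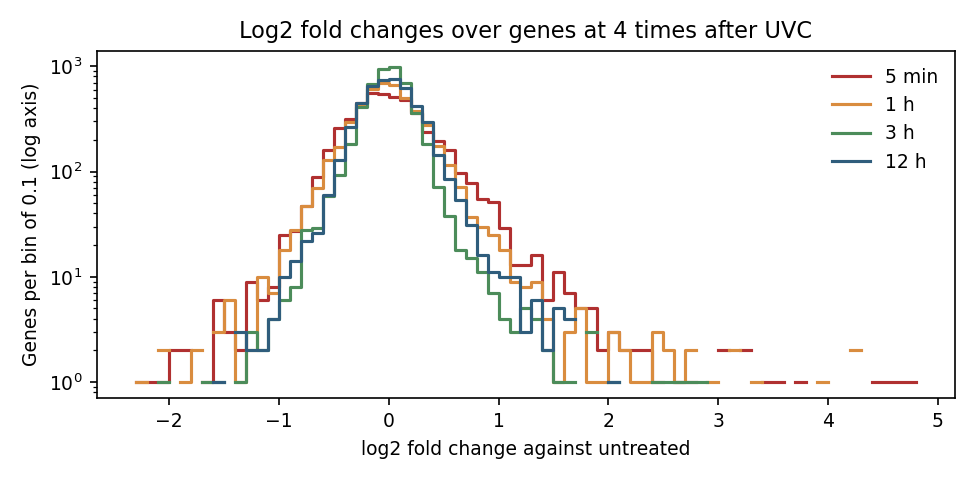
Number of genes (log axis) in bins of 0.1 of the log2 fold change against the untreated library, 5 min, 1 h, 3 h and 12 h after UVC radiation; bins without genes are left blank. The SD over genes is 0.478, 0.411, 0.274 and 0.302.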

In order to further understand the biological implications of time-varying transcriptional network module, we performed pathway enrichment analysis with genes in each module and KEGG pathways. Homologous recombination, and Nitrogen metabolism was identified as significantly enriched and up-regulated terms at an early response (Fig. 4B). Homologous recombination involved genes in the early response module (5 min) were *recA* (AWR27_RS17265), *ruvB* (AWR27_RS21175), and *ssb* (AWR27_RS23025). Nitrogen metabolism involved genes in the early response module (5 min) were nitrite reductase large subunit (AWR27_RS22355), and glutamine synthetase beta-grasp domain containing protein (AWR27_RS10835). Additionally, Two-component system and Quorum sensing pathway were identified as significantly enriched and down-regulated terms at the early response module. Biological implications for all time points were shown in Supplementary Fig. S2. When analyzing the regulator of each network module, 49 TFs were identified as major TFs in early response. Over time, different target genes in the gene regulatory network were regulated by different sets of TFs, leading the cell to different states (Fig. 4C).

The key to regulatory network based analysis is regulatory mechanism with identified major transcription factors and their target genes by time. In the DEGs analysis, we identified 180 genes that were significantly affected by UVC radiation. Through the regulatory network-based analysis, we prioritized 120 target genes in early response to UVC stimulation, and additionally identified regulatory relationships with 49 regulatory factors. In particular, significantly up-regulated pathways (Homologous recombination and Nitrogen metabolism) in the 5-min module were analyzed in detail and visualized (Fig. 5). 

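The gene of the Crp/Fnr family regulator AWR27_RS09520 lies from 2184824 to 2185402. It had 141 counts in the untreated library and 182, 157, 136 and 172 counts at 5 min, 1 h, 3 h and 12 h after UVC radiation. Its own log2 fold change at 5 min was 0.02 (95% counting interval -0.30 to 0.35). With the total count alone as the scaling it was -0.12. The interval at 5 min included 0, and by counting error alone it excluded a change as large as the threshold. The values at 1 h, 3 h and 12 h were -0.17 (-0.51 to 0.17), -0.62 (-0.97 to -0.27) and -0.21 (-0.54 to 0.12), and the interval at 3 h excluded 0. The paper derives the role of this regulator from a network of predicted binding sites and propagation over it. The RNA counts of its gene do not measure the regulator's activity, so they do not test that role.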

The result showed the Crp/Fnr family transcriptional regulator (AWR27_RS09520) is a master regulatory TF that initiates expression changes of *recA*, *ruvB*, *ssb*, nitrite reductase large subunit, and glutamine synthetase beta-grasp domain containing protein directly or indirectly. Crp/Fnr family transcription regulators typically function as transcriptional activators in several bacterial species and regulate fumarate reductase, nitrate, and nitrite reductase to respond to intracellular and extracellular signals such as temperature, oxidative and nitrative stress, and nitric oxide^37^.

As a result, both the DEGs based analysis and the regulatory network based analysis identified that Homologous recombination and Nitrogen metabolism pathways were the most significant processes for radiation-resistance in strain DY10$$^T$$. However, the DEG based analysis showed only quantitatively meaningful genes. Meanwhile, the regulatory network based approach identified the master regulatory TF of radiation-resistance mechanism. In addition, our approach identified the other 17 radiation-resistance mechanism related genes and their regulatory interactions that could not be captured by the gene-level quantitative approach.

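Fig. 5 prints 17 locus tags beside the 5 up-regulated target genes, and 16 of them have values here. At 5 min their log2 fold changes lay between -0.91 (AWR27_RS11185) and 0.27 (AWR27_RS15650), with a median of -0.16, and none passed the threshold with TMM factors. The counting interval excluded 0 for 9 of the 16 genes, and 5 had a value above 0. None passed the threshold at 1 h, 3 h or 12 h either, with ranges of -0.51 to 0.38, -0.62 to 0.40 and -0.68 to 0.39. Mean counts over the 5 libraries ran from 93.4 to 7908 reads per gene.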

**Figure 4:**
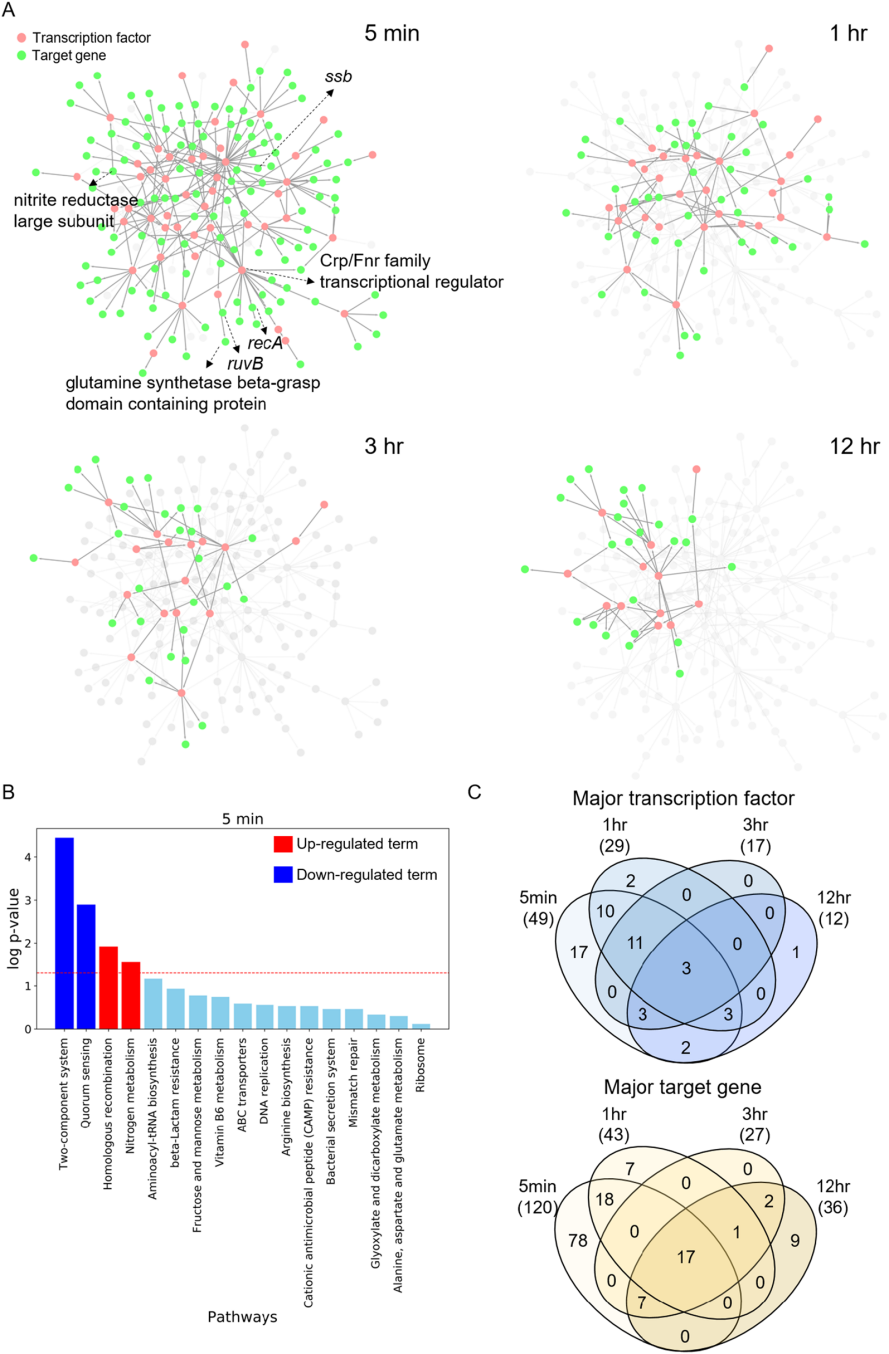
Transcriptional network module analysis. (**A**) Perturbation of transcriptional network module in varying time points. Major transcription factors are shown in red color and target genes are shown in green color. (**B**) Pathway enrichment analysis of genes in early response (5 min) module with KEGG pathways. Red colored bar represents up-regulated terms, blue colored bar represents down-regulated terms, and statistically insignificant terms are colored in light blue. (**C**) Venndiagrams show major transcription factors and major target genes over time identified by our analysis.

**Figure 5:**
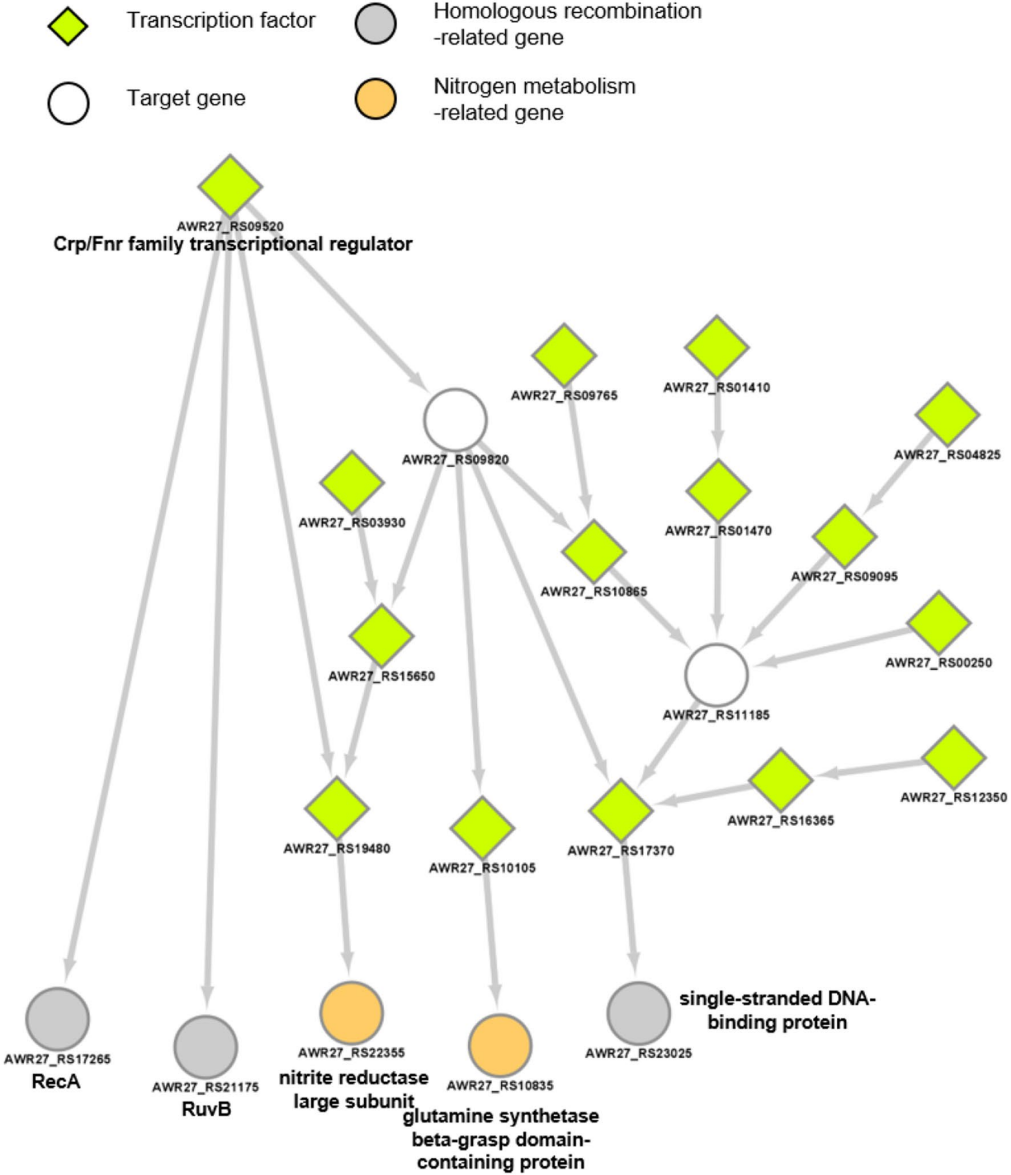
Homologous recombination and Nitrogen metabolism-related transcriptional network module in early response of *Spirosoma montaniterrae* DY10$$^T$$ to UVC radiation. Network represents regulatory relation between genes. In the network, diamond shaped nodes are transcription factors and circled nodes are target genes. Grey colored nodes are Homologous recombination-related genes and orange colored genes are Nitrogen metabolism-related genes.

### Operons involved in early response to UVC radiation

Operon is an important genetic regulatory system found in bacteria. The genes in operon are co-transcribed under the control of a single promoter and are often functionally related^38^. By analyzing the operon, we can understand how the expression of genes in organism is efficiently regulated in response to external stimuli. It is an important part of understanding the complex regulatory system of bacteria. operonSEQer^39^ is a statistics and machine learning based algorithm that predicts relevant operon pair with signals from RNA-seq data across two genes. Unlike other existing tools, operonSEQer is a flexible tool that does not use functional relationship information and showed remarkable operon predictive performance to bacterial strains that have not been studied.

In this study, we identified 1113 operons in *Spirosoma montaniterrae* and classified them into six clusters with similar operon value perturbation patterns (Fig. 6A). To understand the function of operons involved in initial response to UVC radiation, we conducted pathway enrichment analysis with genes in operon cluster1 and operon cluster2 that initially up-regulated and gradually decline over time. The results showed that the most significant term of genes in operon cluster1 is a Base excision repair (Fig. 6B) and the most significant term of genes in operon cluster2 is an Oxidative phosphorylation and nitrogen metabolism was also included in significant terms (Fig. 6C). Base excision repair is also involved in DNA repair process induced by UVC radiation like Homologous recombination and Oxidative phosphorylation is also biological process that involved in ROS scavenging^40–42^. Among the operons involved in the initial reaction, three operons contain Base excision repair-related genes and eight operons contain Oxidative phosphorylation-related genes (Fig. S1). 

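The operons were taken as drawn in Fig. S1, and an operon's value was the mean of its genes' z-scores over the 5 libraries, computed on log2 values. The 3 Base excision repair operons lie from 1566179 to 1568000, from 2681390 to 2683481 and from 5669026 to 5671611, and hold 10 genes. Their values at 5 min were 0.76, 1.06 and 1.24, the highest of the 5 libraries for each. The mean log2 fold change of their genes at 5 min was 0.14, 0.15 and 0.61, and none of these genes passed the threshold. The 8 Oxidative phosphorylation operons hold 30 genes, among them *atpB* (AWR27_RS00520, from 128886 to 129989) with a log2 fold change of 1.02, the only one of the 30 called. Their values at 5 min lay between 0.43 and 1.55, and the mean log2 fold changes of their genes between 0.20 and 0.74. Of these operons, 5 were highest at 5 min, and 3 were highest at 1 h, from 313439 to 316629, from 4422314 to 4427436 and from 4427559 to 4432645. At 12 h the mean log2 fold changes of the 8 operons had a median of -0.22. Of the settings run for the operons (DESeq2 size factors, the total count alone, prior counts of 0.25 and 5, and z-scores without the log), the total count alone moved these results most. It placed the highest value of the 3 Base excision repair operons at 12 h, with mean log2 fold changes at 5 min of -0.0044, 0.0023 and 0.47, and left the other operons at their times. The counting error was large for the first of the Base excision repair operons, whose value at 5 min had a 95% counting interval of 0.697 to each side. A list of 13 Oxidative phosphorylation genes found by symbol had a median log2 fold change of 0.41 (0.35 to 0.47) at 5 min, higher than 99% of matched random lists.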

We combined GRN based regulatory information with predicted operons, two of the eight Oxidative phosphorylation-related operons have the binding site of the master regulatory TF identified in the previous analysis in front of the operon. Thereby those two operons have potential to be an another target regulatory gene set of master regulatory TF in early response. As a result, some of DNA repair and ROS scavenging processes-related genes in strain DY10$$^T$$ are located close to each other on the genome and are regulated efficiently by forming operons.

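Neighbouring genes with a gap of at most 100 bp formed 2879 pairs. The strand of the genes was not used here, so pairs on opposite strands are included. Across these pairs, the Spearman correlation of the log2 fold changes of both genes was 0.529 (95% interval from resampled pairs 0.498 to 0.558) at 5 min, 0.541 at 1 h, 0.335 at 3 h and 0.397 at 12 h. Random pairs gave 0.011 at 5 min, and 323 neighbouring pairs with a gap of over 300 bp gave 0.075. Genes are not independent replicates, and the resampling treats the pairs as if they were. A gap of at most 300 bp moved the correlation at 5 min most, to 0.472.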

**Figure 6:**
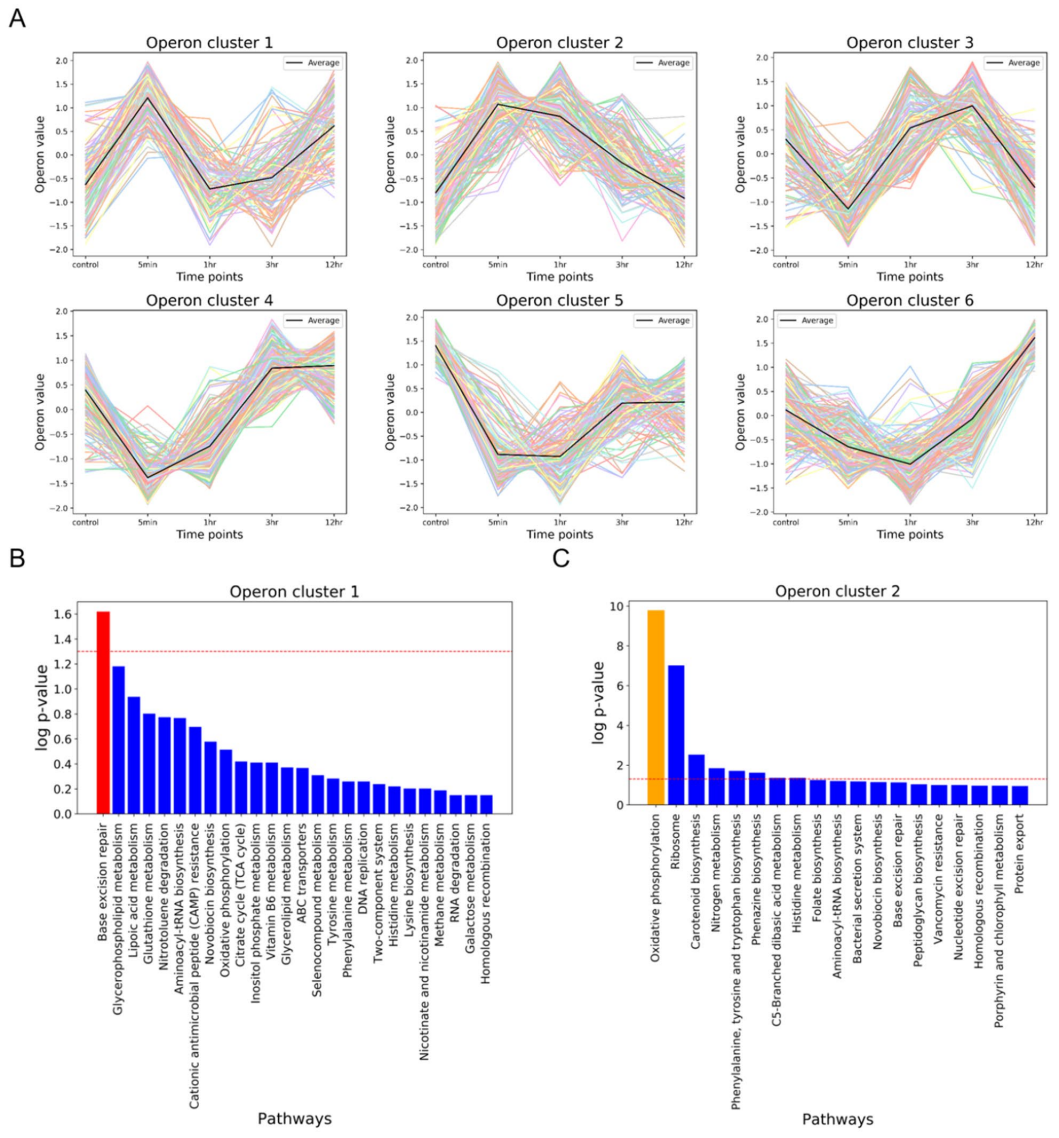
Operon prediction and analysis. (**A**) Six operon clusters were identified with k-means clustering method. Black colored line is the average of the operon values that belonging to the cluster at the each time points. (**B**,**C**) Pathway enrichment analysis of genes in operon cluster 1 and 2. Red colored bar is most enriched term in cluster1 and orange colored bar is most enriched term in cluster2. The red dotted line indicates statistical significance of *p*-value.

## Discussion

In radiation-resistance species, such as *Deinococcus* sp., DNA repair and ROS scavenging processes have been experimentally demonstrated as major mechanisms for survival under UVC radiation. However, due to the genetic diversity between species or genera^43^ of bacteria, biological mechanisms of DNA repair and ROS scavenging processes can be significantly differ in diverse bacteria species. Thus, straightforward DEG analysis may not be sufficient for identifying DNA repair and ROS scavenging processes in uncharacterized genomes such as strain DY10$$^T$$ in our study. Furthermore, little is known about the regulatory mechanisms for survival under UVC radiation. Therefore, we sought to understand the radiation-resistance characteristic in terms of biological regulatory system by constructing homology based GRN and identifying operons with six computational biology techniques.

Gene expression level comparison identified that 180 genes (97 up-regulated and 83 down-regulated) are involved in the early response of strain DY10$$^T$$ to UVC radiation and that the gene set changes over time. 

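Of the 130 genes up-regulated at 5 min, 67 were also up-regulated at 1 h, 21 at 3 h and 20 at 12 h. Of the 42 down-regulated genes, 13, 6 and 5 were down-regulated at these times. Every UVC library was compared with the same untreated library, which gives shared genes and correlated values without any effect. In simulated series with counting error alone, 1.06 genes were up-regulated at both 5 min and 1 h on average, and 12.7 with a coefficient of variation of 0.2 between cultures. With this coefficient, 12.6 and 13.2 were up-regulated at 5 min and at 3 h or 12 h, and 4.91, 4.69 and 4.84 were down-regulated at 5 min and at 1 h, 3 h or 12 h. With a coefficient of 0.1 these numbers were 1.51 and 1.48 up-regulated and 0.36, 0.22 and 0.29 down-regulated. The simulated series call other numbers of genes than the data at each time, so these overlaps are not compared one to one. Across genes, which are not independent replicates, the Pearson correlation of the log2 fold changes was 0.790 between 5 min and 1 h, 0.549 between 5 min and 3 h and 0.379 between 5 min and 12 h. The simulated values were 0.563, 0.579 and 0.577 with counting error alone, 0.517, 0.522 and 0.522 with a coefficient of variation of 0.1, and 0.506, 0.508 and 0.508 with 0.2. In all 4 UVC libraries 10 genes were up-regulated, and 15 of the 41 genes up-regulated at 12 h were not called earlier. The highest log2 fold change at 5 min was 4.78 (95% counting interval 4.42 to 5.21), for AWR27_RS03710 (from 871345 to 871587), which had 56 counts in the untreated library and 1988 at 5 min. At 1 h the highest was 4.27 (4.09 to 4.47), for AWR27_RS11910 (from 2742611 to 2742958). At 12 h it was 2.06 (1.86 to 2.26), for AWR27_RS14115 (from 3257551 to 3258387), which overlaps its neighbour by 4 bp. The lowest value at 5 min was -2.20 (-2.32 to -2.09), for AWR27_RS23195 (from 5399361 to 5400794), which overlaps its neighbour by 23 bp. AWR27_RS02910 (from 682475 to 684841) had the lowest value at 1 h, -2.26.

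**Figure D3:**
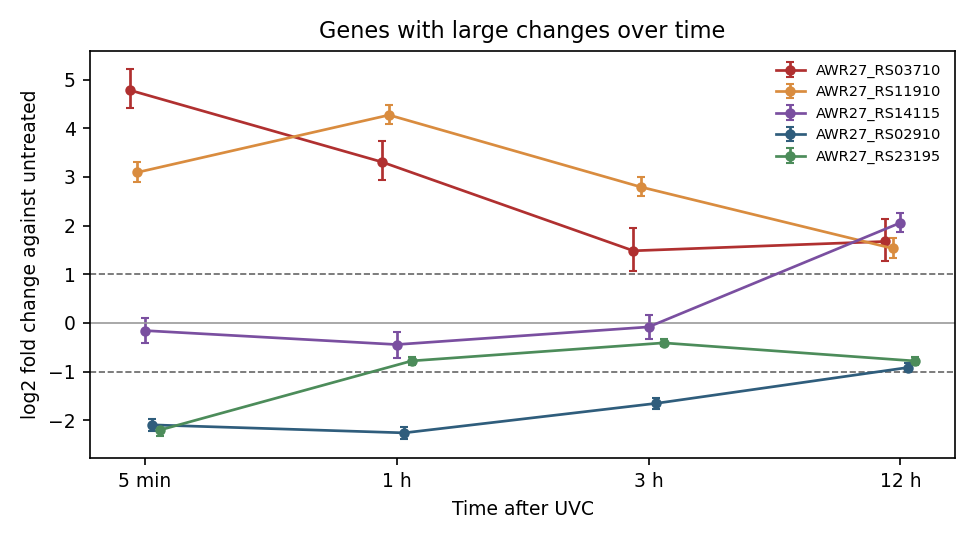
Log2 fold change against the untreated library at 4 times after UVC radiation for 5 genes, with 95% counting intervals (bars) and the thresholds of 1 and -1 (dashed lines). AWR27_RS03710 starts at 4.78, AWR27_RS11910 reaches 4.27 at 1 h, and AWR27_RS14115 reaches 2.06 at 12 h.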

With gene-level analysis, we identified condition-specific expression perturbed gene sets. However, gene-level approach cannot capture global patterns of gene expression that are important for understanding complex biological processes. To complement this limitation, pathway-level analysis was conducted. Pathway-level approaches capture a more comprehensive view of biological processes by integrating information from multiple genetic and molecular pathways. We observed that Homologous recombination, Mismatch repair and Nitrogen metabolism were significantly altered processes in the early response of strain DY10$$^T$$ to UVC radiation. Homologous recombination is an important DNA repair process that repairs damaged DNA sequences using identical or very similar undamaged DNA sequences as templates. Recombinational DNA repair is both the most complex and the least understood of bacterial DNA repair processes^44^. MMR also contributes to genome stability by mediating DNA damage signaling in response to DNA damage^45^. MMR proteins have a role in the imposition of cell cycle check-points and apoptotic signaling in response to UVC radiation. One mechanism of the MMR-induced DNA damage response is that MMR proteins recognize sites of damage and recruit components of the DNA damage response pathway either directly or *via* interactions with other entities^46^. Nitrogen metabolism is a basic biological process of nitrogen cycle and plays a crucial role in removing ROS in the cell. When cells are exposed to UVC radiation, nitric oxide and ROS are formed and react with hydroxyl radical-induced adenine radicals. This reaction forms common DNA damage bases (hypoxanthine and 8-azaadenine) and induces DNA double-strand breaks^47^. Our results showed that strain DY10$$^T$$ repair damaged DNA and remove ROS together to increase viability in early response to UVC radiation.

Gene-level and pathway-level analysis are highly annotation-biased approach, whereas network-based approaches focus on associations between genes rather than relying on annotations. By constructing time-varying transcriptional network modules, we identified which genes were regulated and how those genes were regulated during UVC damage recovery. In particular, we identified DNA repair and ROS scavenging processes are key mechanisms for UVC induced damage recovery in strain DY10$$^{T}$$ as in other radiation-resistant bacterium. Furthermore, we first revealed that Crp/Fnr family transcription regulator (AWR27_RS09520) is a master regulator TF that regulates the initial activation of UVC induced damage recovery processes of strain DY10$$^T$$. 

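The 7 Nucleotide excision repair genes found by symbol had a median log2 fold change of 0.32 (95% counting interval 0.27 to 0.38) at 5 min, higher than 90.7% of matched random lists, and 1 was up-regulated. This was *uvrB* (AWR27_RS01500, from 343362 to 345382), annotated as a pseudogene, with a log2 fold change of 1.85. A *uvrA* gene (AWR27_RS21995, from 5105879 to 5108929) had 0.98. The 5 Base excision repair genes had a median of 0.30 (0.24 to 0.35), higher than 91.3% of the random lists, and none was called. The 10 ROS detoxification genes found by symbol carry the symbols *katG*, *bcp*, *trxA*, *trxB*, *msrA* and *msrB*. They had a median of 0.07 (-0.01 to 0.15) at 5 min, higher than 63.5% of the random lists, and none was called. With the total count alone as the scaling, this median was -0.071. The highest value of the list was 0.89, for an *msrA* gene (AWR27_RS22250, from 5167647 to 5168213), and *katG* (AWR27_RS07530, from 1707250 to 1709601) had 0.28 (0.25 to 0.31). At 1 h the medians of the 3 lists were 0.41, 0.24 and 0.14. Only 582 of the 4882 loci have a symbol, so other ROS detoxification genes may be missing from that list. The paper ties ROS scavenging to genes of Nitrogen metabolism and Oxidative phosphorylation, which are not in it. The values of the list therefore do not test the paper's statement. From its network modules, the paper names DNA repair and ROS scavenging as key to the recovery of strain DY10T. These modules were built on the regulatory network, the expression over time and the called genes. From the enriched pathways, the paper states that the strain repairs DNA and removes ROS together in the early response. From the operons, it states that genes of both processes lie near each other and are efficiently regulated.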

The function of Crp/Fnr family transcription regulator as a regulator of nitrite reductase with ROS scavenging function has also been found in other species^37^. However, its role as a regulator of the DNA repair system has not been well studied. In addition, two genes (AWR27_RS09820 and AWR27_RS11185) in the regulatory module did not show significant expression changes in response to UVC radiation and their functions are unknown. However, they were captured as intermediate genes in regulatory module and it is possible that it has functions involved in DNA repair and ROS scavenging processes through regulatory network based analysis. 

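AWR27_RS11185 lies from 2556461 to 2557375 and had 264 counts in the untreated library and 178 at 5 min. Its log2 fold change at 5 min was -0.91 (95% counting interval -1.20 to -0.64), and the interval reaches past the threshold. With the total count alone as the scaling it was -1.06, below -1. At 1 h, 3 h and 12 h the values were -0.43 (-0.69 to -0.17), -0.53 (-0.79 to -0.29) and -0.68 (-0.95 to -0.43), and none of these intervals included 0. With the raw counts the value at 3 h was 0.03. Against the 12 h library in place of the untreated one, the value at 5 min was -0.23. AWR27_RS09820 was not analysed here.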

Operon is a major regulatory system in bacteria^48^, and operon analysis also showed the genetic response to UVC in terms of systems. Our results showed that genes involved in DNA repair and ROS scavenging processes are located close to each other on the genome and are efficiently regulated. Similar to network-based approach, operon analysis provides intuition about the function of genes belonging to an operon but whose function is unknown.

## Conclusion

In this study, we characterized the underlying mechanisms for radiation-resistance by constructing gene regulatory network of an uncharacterized bacterium strain DY10$$^T$$. In particular, we identified major regulatory TFs for radiation-resistance in a computational framework. It is interesting that a large number of genes regulated by the TFs identified are not well characterized, thus we believe that identifying functions of these genes can be valuable new knowledge for the mechanisms for UVC resistance. Consequently, our biological system-level approach can help bridge the gap between the transcriptome-level and the organism-level and enable interpretsation of complex biological processes under diverse conditions.

On the other hand, there are two limitations in our approach. First, PropaNet depends on reliable TF-target interactions. GRN of the strain DY10$$^T$$, is inferred based on homology with genomic sequence of bacteria in UniProt database and it has potential to contain false positive TF-target interactions. To overcome this limitation, validation through additional complicate experiments is required. The most widely used method for identifying TF-target interaction is TF ChIP-seq. With TF ChIP-seq, binding sites and DNA sequence motif for TFs can be identified precisely. Second, our framework construct GRN that do not consider operon system in bacteria. Operon is a very important gene regulatory system in bacterial gene network. In previous studies, it was found that more than 50% of all genes in *E. coli* are organized into operons^49^. In this study, 66% of all genes in strain DY10$$^T$$ were predicted to be regulated by the operon system. To capture more meaningful underlying mechanisms in bacteria, developing operon system considered bacterial GRN inference method can be future work.

## Materials and methods

### Cell growth, radiation and RNA extraction

The bacterial strain DY10$$^{T}$$ (KCTC 23999$$^{T}$$) was grown at $$25\,^{\circ }\textrm{C}$$ in liquid nutrient-rich medium tryptone glucose yeast extract (TGY; 1% tryptone, 0.1% glucose and 0.5% yeast extract) or TGY agar plates^23^. For the UVC treatment, the early stationary phase cells on TGY agar plates were exposed to 600 JM$$^{-2}$$ of ultraviolet using an ultraviolet crosslinker (UVP, CX-2000, CA, USA) at 254 nm^50,51^. The post-radiation cells of UVC were collected by centrifugation (17,500×*g* for 5 min) at 5 min, 1 h, 3 h and 12 h with washing and stored with RNAlater solution at $$-80\,^{\circ }\textrm{C}$$. Total RNA was isolated using the Ambion Ribopure-Yeast RNA kit, according to manufacturer’s instructions.

### Library preparation and gene expression analysis

Strand-specific RNA-seq library preparation and sequencing was carried out as a paid service by Somagenics Inc., Santa Cruz, California, USA. Paired-end reads (Illumina NextSeq 500 v2, 2 $$\times$$ 150 bp, 3 Gb average output per sample) were obtained from strain DY10$$^{T}$$. Each sample was obtained from three independent RNA isolations, for each strain. Reads of each samples’ adaptor trimmed by Trim galore (version 0.6.7)^52^ for quality control. Clean reads of the samples were aligned against the strain DY10$$^{T}$$ reference genome (Build: ASM198895v1) using Hisat2 (version 2.1.0)^53^. HTSeq (version 0.12.4)^54^ was used to quantify the mapped reads per ORF. Differentially expressed genes were identified with a $$\log _{2} \text {(fold change)}$$ threshold of − 1 and 1 (|$$\log _{2} \text {(fold change)}$$| $$\ge$$ 1). For radiation-sensitive (negative) strain, UVC radiated *E. coli* with multiple time points gene expression data (GSE9) downloaded from GEO (Gene Expression Omnibus).

### Homology based reconstruction of Gene Regulatory Network (GRN)

To determine the regulatory interactions between genes in strain DY10$$^T$$ with genome and protein sequence information, We used four computational methods. GRN construction operates in five steps as below. In the entire process, homology to known prokaryotic sequences is an important concept to reflect the regulatory mechanisms present in prokaryotic organisms and has been used for TF screening and TF binding site prediction^55^.

- *Step 1. Transcription factor prediction.* DeepTFactor^56^ is a state-of-the-art deep learning based tool that learns DNA-binding domains of TFs in several bacteria species and predicts whether a query protein is a TF. In this study, pre-trained DeepTFactor^56^ was used for identifying potential TFs using protein sequences from strain DY10$$^{T}$$. Protein sequences from strain DY10$$^{T}$$ were used as input queries of model and model returns whether a query protein is a TF.
- *Step 2. Homology based transcription factor screening.* BLAST^57^ is a widely used local alignment tool. Using the program blastp with the default parameters, among the potential TFs predicted by DeepTFactor, potential TFs that are statistically similar (e-value < 0.05) to known prokaryotic TFs included in the prokaryotic TF database were selected. Sequences of known prokaryotic TFs were collected from UniProt^58^ database based on strains in PRODORIC^59^ database.
- *Step 3. Prediction of accessible genome regions for each transcription factors.* HOMER^60^ is a motif discovery algorithm that searches accessible genome regions for TFs using the position weight matrix (PWM) of TFs. We computed the genome binding sites of screened TFs of strain DY10$$^T$$ using HOMER. PWM of each TF of strain DY10$$^T$$ is derived from PWM of the most similar TF among the TFs present in the PRODORIC database.
- *Step 4. Identification of target gene of transcription factors.* Bedtools^61^ is a genomic analysis tool. We identified the target genes of the selected TFs by analyzing the computed accessible genomic regions and its down-stream genes with bedtools. Through the bedtools closest command of bedtools v2.30.0, the gene closest to the binding site of each TF was identified and assigned as the target gene of TF.
- *Step 5. Reconstruction of Gene Regulatory Network* With identified TFs and their target genes, we reconstructed a GRN of strain DY10$$^{T}$$. GRN is a bipartite graph where source nodes are TFs and target nodes are target genes of TFs.

### Gene regulatory network based analysis

Ahn et al. developed a PropaNet^13^, a state-of-the-art time-series trancriptome analysis method. PropaNet calculates the impact of each TF on the target genes at each time point using influence maximization and network propagation^62,63^ techniques with template GRN. The calculated impact of each TF is used to select the major TFs for each time points by prioritizing them. A regulatory network was constructed for each time point using the selected major TFs and their target genes. The constructed time-varying regulatory networks allow interpretation of the regulation of key mechanisms for UVC radiation response. In this study, a constructed GRN of strain DY10$$^T$$, time-series expression profile, DEGs list in each time point and TF list of strain DY10$$^T$$ were used as inputs of PropaNet and time-varying networks were obtained and additional analysis were conducted.

### Operon prediction and clustering

Krishnakumar et al. developed a operonSEQer^39^, a state-of-the-art statistic and machine learning based algorithm that predicts bacterial genome operon. operonSEQer shows remarkable predictive power using only RNA-seq data and genomic features. In this study, we identified operons in *Spirosoma montaniterrae* using operonSEQer with follow criteria. Among the six machine-learning models included in operonSEQer, 3 or more models predicted gene pairs as operon were selected as being in the same operons.

Predicted operons were classified into six clusters according to the pattern of operon value change over time. *i*-th operon ($$O_{i}$$) is represented as a set of operon values listed in time order and the operon value at time *t* ($$O_{i,t}$$) is the average of z-score values of *n* genes({$$g_{i,t,1}$$, $$\cdot$$ $$\cdot$$ $$\cdot$$, $$g_{i,t,n}$$}) at time *t* belonging to the *i*-th operon. For clustering, we used the scikit-learn module of python3 to implement the K-means clustering algorithm^64^. In this study, we divided a set of operons ($$O_{i}$$) into six disjoint clusters.

$$O_{i} = [O_{i,control}, O_{i,5\,min}, O_{i,1\,h}, O_{i,3\,h}, O_{i,12\,h}]$$

$$G_{i,t} = \{g_{i,t,1}, ..., g_{i,t,n}\}$$

$$O_{i,t} = \frac{1}{n}\sum _{j=1}^{n}{g_{i,t,j}}, \quad g_{i,t,j} \in G_{i,t}$$

where $$O_{i}$$ is a set of operon values listed in time order of *i*-th operon, $$G_{i,t}$$ is a set of expression level of genes included in *i*-th operon at time *t*, $$g_{i,t,j}$$ is a expression level (z-score) of gene included in $$G_{i,t}$$.

### Pathway database

For pathway enrichment analysis, we used biological pathway information obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database^65^. We used 117 pathways and 1051 genes for *Spirosoma montaniterrae* DY10$$^{T}$$ and 121 pathways and 1705 genes for *E. coli* from the KEGG database.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated and analysed during the current study are deposited in the Gene Expression Omnibus (GEO) repository. Data accession link (GSE223604): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223604.

# Supplementary material for: Characterization of radiation-resistance mechanism in Spirosoma montaniterrae DY10T in terms of transcriptional regulatory system
**Source:** Sci Rep. 2023 Mar 23;13:4739. doi: 10.1038/s41598-023-31509-8
**Supplement:** Supplementary file 1 — Supplementary Information.

| Process                                | Tool               | Input                                     | Output                                          | Description                                                         |
|----------------------------------------|--------------------|-------------------------------------------|-------------------------------------------------|---------------------------------------------------------------------|
| Gene Regulatory Network reconstruction | DeepTFactor        | Protein sequences                         | Predicted TFs                                   | Prediction of TFs in the organism                                   |
|                                        | BLAST              | Predicted TFs & Known prokaryote TFs      | Prokaryote homologous TFs                       | Screening prokaryotic TFs from predicted TFs                        |
|                                        | HOMER              | Position Weight Matrix & Reference genome | Genomic accessible regions                      | Binding site search for each TFs                                    |
|                                        | Bedtools (closest) | Genomic positions                         | Nearest genes                                   | Assignment of target genes for each TFs                             |
| Network module analysis                | PropaNet           | Time-series transcriptome profiles & GRN  | Major TFs & target genes in varying time points | Construction of time-varying regulatory networks in response to UVC |
| Operon analysis                        | operonSEqer        | Read coverage                             | Gene pairs in the same operon                   | Prediction of the operons of genome                                 |

**Table S1.** Summary of the dataflow for gene regulatory network inference and system-level analysis.

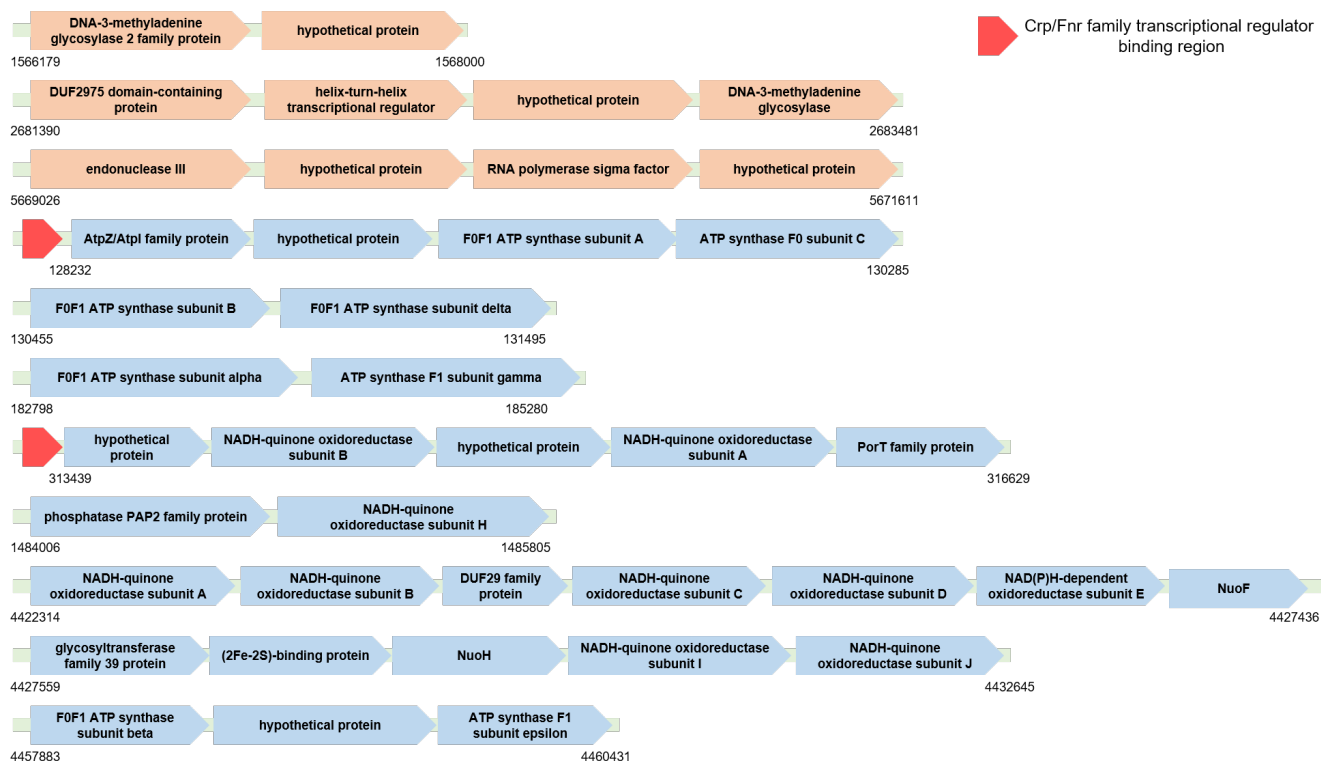

**Figure S1.** Visualization of operons involved in the early response and including DNA repair and oxidative phosphorylation-related genes. Top three operons contains Base excision repair-related genes. The other eight operons contains Oxidative phosphorylation-related genes. The numbers below each operon indicate the start and end positions of the operon. Red colored marker indicates the binding region of Crp/Fnr family transcriptional regulator.

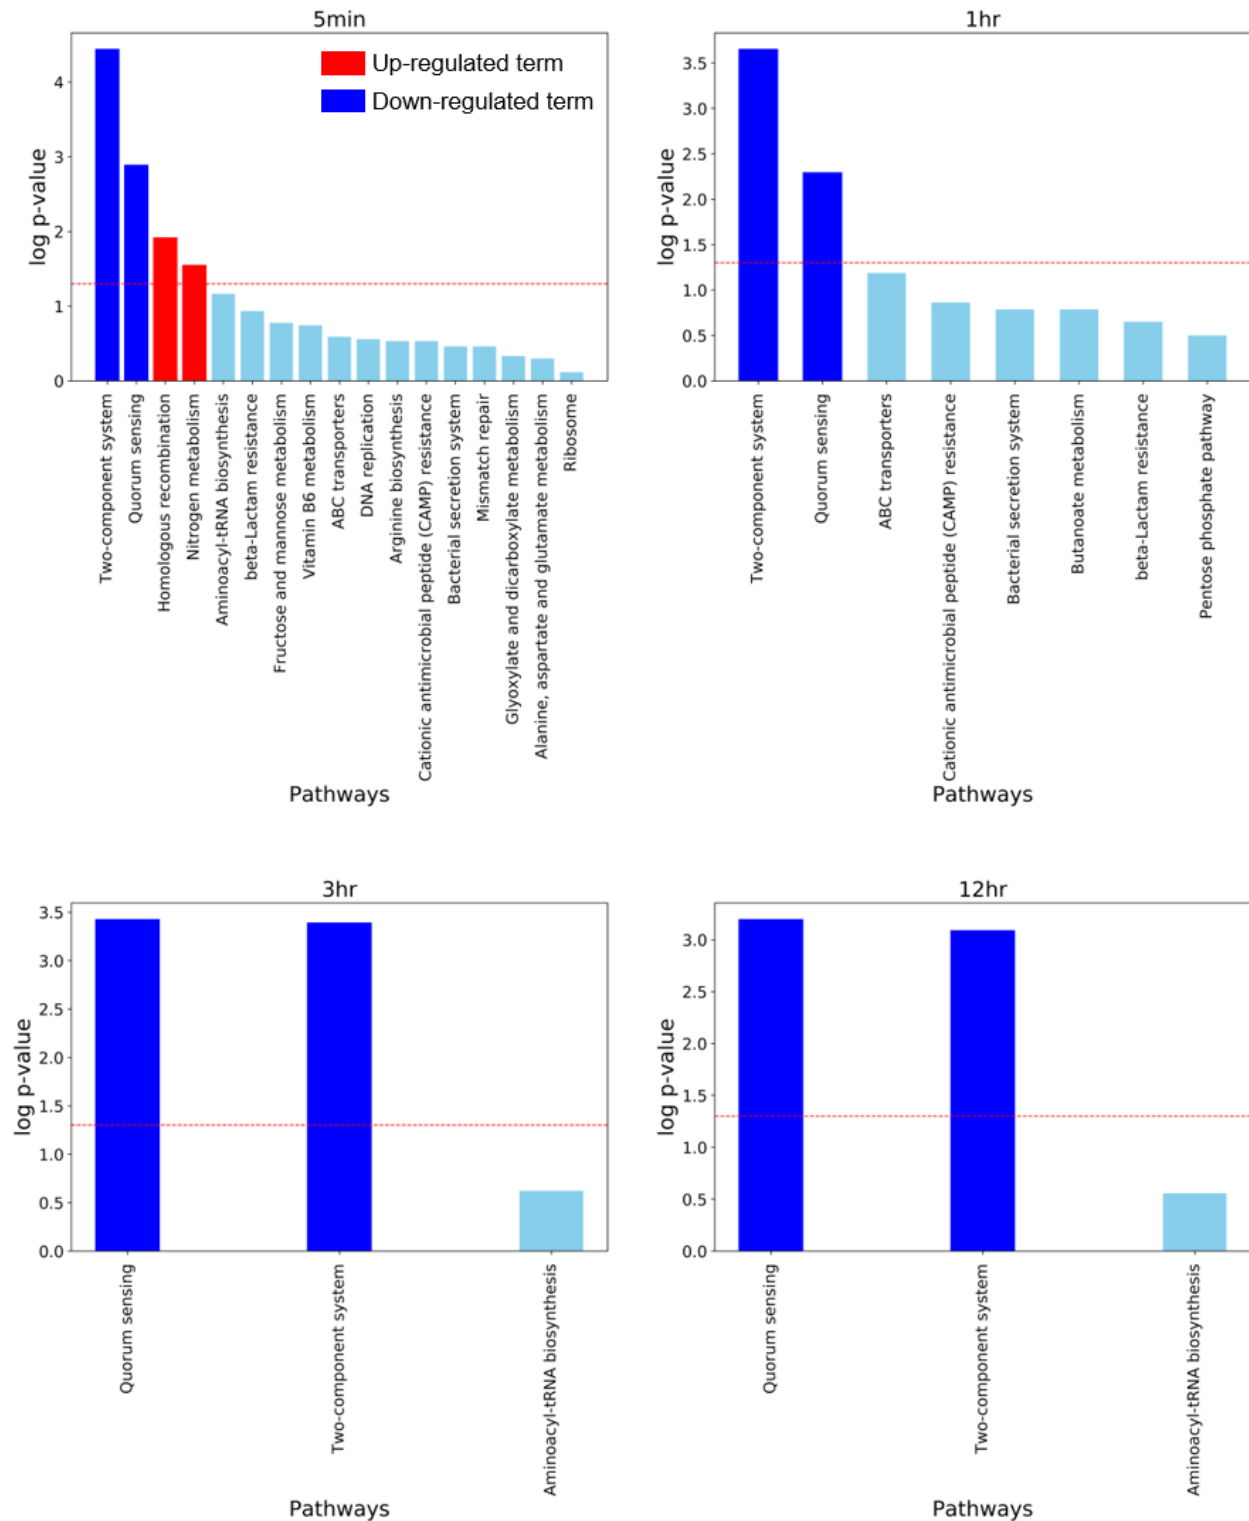

**Figure S2.** Visualization of pathway enrichment analysis with time-varying transcriptional network modules. Pathway enrichment analysis of genes in early response (5min) module. Red colored bar represents up-regulated terms, blue colored bar represents down-regulated terms, and statistically insignificant terms are colored in light blue.

How the deposited data were processed for this re-analysis (not part of the article)

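RNA-seq libraries of strain DY10T were used, 1 from untreated cells and 1 each from cells collected 5 min, 1 h, 3 h and 12 h after 600 J/m2 of UVC radiation. The authors trimmed the reads with Trim Galore (version 0.6.7), aligned them to build ASM198895v1 with HISAT2 (version 2.1.0) and counted them with HTSeq (version 0.12.4). The deposited values are read counts per gene, whole numbers without normalization, for 4882 loci in each library. The total counts per library ran from 8898229 to 12951922. At this depth a gene's log2 fold change carries the counting interval given beside it, and 2 or 3 loci per library had no counts, none of them among the 4866 loci kept.

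Scaling factors were computed in R 4.3.3 with edgeR 4.0.16 (TMM and upper quartile) and DESeq2 1.42.0 (median of ratios). Everything else was computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and the figures were drawn with Matplotlib 3.10.9. The main values are log2 values of counts divided by TMM-scaled totals (the cpm function of edgeR) with a prior count of 1, for loci with a mean count of at least 10 over the 5 libraries. Genes were called at an absolute log2 fold change of at least 1 against the untreated library. The 95% intervals come from the exact conditional binomial distribution of the 2 counts. No test was run for any gene, since each condition has a single library.

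Genes were named in the text when the paper names them, when they were among the 3 largest rises or falls of a time point, when they were the highest or lowest of a functional list at 5 min, or when they took the largest shares of the counts. The genes *gyrA*, *gyrB* and *topA*, the list members *mutL*, *recQ* (AWR27_RS13630), *nirD*, *uvrA* (AWR27_RS21995) and *katG*, and the genes of 11 stretches of the chromosome were added after their values were seen. Functional lists were Homologous recombination, Mismatch repair, Nucleotide excision repair, Base excision repair, Nitrogen metabolism, ROS detoxification, Oxidative phosphorylation, ribosomal proteins, and chaperones and heat shock proteins. The annotation used gives gene symbols, for 582 of the loci, and no product names, so lists were filled by symbol alone. Of 7 further planned lists, 5 were defined by product names alone and the symbols of 2 were not found, so all were empty. One of the 5, the aminoacyl-tRNA synthetases, was filled with 17 genes by symbol, and a list of 39 tRNA genes by gene type was added, both after the annotation was seen. AWR27_RS23025 was added to Homologous recombination and Mismatch repair, and AWR27_RS10835 to Nitrogen metabolism, from the paper's own assignments. Each list's median was ranked among 10000 random lists of the same size, drawn from 20 bins of mean expression. A rank was read as unchanged by a setting when it moved by no more than 5 points or its counting interval, whichever was larger, a tolerance chosen here.

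Clusters were formed with SciPy on z-scores over the 4 UVC libraries. Operons were taken from the paper's Fig. S1, with the mean z-score over the 5 libraries as the operon's value. Neighbouring genes were paired by position, regardless of strand, at a gap of at most 100 bp. Libraries without an effect of UVC radiation were simulated 100 times, with counting error alone or with a coefficient of variation of 0.1 or 0.2 between cultures. Stretches of genes were compared with all other windows of as many adjacent genes, and a range among UVC libraries or a mean change was read as large above 99% of them, a limit chosen after the values were seen. Intervals of the SD over genes and of the correlations come from 1000 resamplings.

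Alternatives covered the scaling (DESeq2, total count, upper quartile, none), the filter (none, or a mean count of at least 100), the prior count (0.25 or 5), the threshold (an absolute log2 fold change of at least 2, or a counting interval beyond the threshold), the reference library (3 h or 12 h), the clustering, the members of the lists, the scale of the z-scores and the gap between neighbours. The steps were tested on simulated counts of 4862 genes, 200 of which were changed. Of 150 genes changed by at least 1.5 on the log2 scale, 148 were called, 2 of 4662 unchanged genes were called, and 94.9% of the counting intervals held the true value.

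The gene regulatory network, the network propagation, the prediction of operons and the KEGG enrichment were not repeated, and the *E. coli* data were not used here. For 23 loci no entry of the annotation was found, so they have no position, and AWR27_RS09820 has no value.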

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

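All tests in this part were chosen only after the result was seen, as was the choice to look for stretches of genes.

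The paper does not report the following stretches, in which at least 3 adjacent genes passed the threshold in the same direction at a time point. There were 11 of them, 7 up-regulated and 4 down-regulated, with 45 genes, and no gene in them is named in the paper's text or drawn in its Fig. S1. They are signals in genes outside those that the paper discusses, and the untreated library is the only control.

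The largest rise was in 5 genes from AWR27_RS03695 to AWR27_RS03715 (866706 to 872009), with a median log2 fold change of 4.51 at 5 min, 2.98 at 1 h, 1.3 at 3 h and 1.03 at 12 h. The 4 genes from AWR27_RS11900 to AWR27_RS11915 (2741139 to 2744272) were highest at 1 h, with a median of 4.07, after 3.19 at 5 min and before 2.73 at 3 h and 1.48 at 12 h. Further rises were a median of 2.10 at 5 min for 3 genes from AWR27_RS18275 to AWR27_RS18285, 1.68 at 5 min for 4 genes from AWR27_RS20885 to AWR27_RS20900, 1.22 at 1 h for 3 genes from AWR27_RS18585 to AWR27_RS18595, and 1.2 at 5 min for *rpsB*, *rpsI* and *rplM* (AWR27_RS17800 to AWR27_RS17810). In 3 genes from AWR27_RS14110 to AWR27_RS14120 (3257174 to 3259199) the median was 1.53 at 12 h and -0.16, -0.44 and -0.08 before. The falls were a median of -1.54 at 5 min for 7 genes from AWR27_RS23165 to AWR27_RS23195, -1.39 at 5 min for 5 genes from AWR27_RS04860 to AWR27_RS25195, -1.59 at 1 h for 5 genes from AWR27_RS21805 to AWR27_RS21825, and -1.49 at 1 h for 3 genes from AWR27_RS02910 to AWR27_RS02920.

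Several technical explanations were tested on the 11 stretches. Under 4 scalings, every gene stayed past the threshold in 10 stretches, and in *rpsB*, *rpsI* and *rplM* the lowest value over the scalings was 0.94, so this stretch depends on the scaling. Every counting interval excluded 0 in 11 of 11 stretches. Random gene orders gave 0.095 such stretches on average and at most 2. Adjacent genes overlap by at most 26 bp within the stretches. Read pairs that span neighbouring genes were not measured, so a contribution of reads shared between neighbours stays open. If the untreated library alone were different, the UVC libraries would differ from each other no more than in other genes. In 7 stretches, the range of the median among the 4 UVC libraries was large beside other windows of as many adjacent genes. It was larger than in 99.27% of them, at the lowest over these stretches and 4 scalings. These are the stretches from AWR27_RS03695, AWR27_RS11900, AWR27_RS14110, AWR27_RS17800, AWR27_RS18275, AWR27_RS21805 and AWR27_RS23165. This argues against this explanation there, but less where the range rests on the library by which the stretch was selected. In the other 4 stretches this lowest rank was at most 96.0%, so it stays open for them. If the library of the largest change alone were different, the other 3 UVC libraries would differ from the untreated library no more than in other genes. Their mean change was larger than in 99.02% of other windows, at the lowest over the stretches and 4 scalings, in the 8 stretches from AWR27_RS02910, AWR27_RS03695, AWR27_RS04860, AWR27_RS11900, AWR27_RS18275, AWR27_RS18585, AWR27_RS20885 and AWR27_RS21805, which argues against this explanation as the whole cause there. It does not exclude a contribution of the untreated library, with which every UVC library was compared. In the other 3 stretches this lowest rank was at most 98.4%. For those from AWR27_RS14110, which rests on the 12 h library, and AWR27_RS23165, a difference of that library alone stays open. In *rpsB*, *rpsI* and *rplM* the medians went both ways, with 0.89 at 1 h, 0.36 at 3 h and -0.36 at 12 h, so their mean cannot decide. Their range ranked above 99.5% of other windows, or 98.8% at the lowest over the scalings. The 50 ribosomal protein genes had a median of 0.44 at 1 h, higher than all random lists. This argues against a difference of the 5 min library as the whole cause there. Each stretch was selected by a large change in a UVC library, which by itself raises the range among the 4. The range among the other 3 UVC libraries, which cannot show a change that they share, leaves out the library of the largest change. It was above 99% of other windows under all 4 scalings in 3 of the 11 stretches, those from AWR27_RS03695, AWR27_RS11900 and AWR27_RS21805. Differences between several single cultures, and in handling that goes with the time, stay open for all 11. A candidate explanation is a response to UVC radiation of genes transcribed together, and transcription units were not tested in these stretches.

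For the stretch from AWR27_RS14110 to AWR27_RS14120, the value at 12 h exceeded the largest earlier one by at least 1.07 in each gene, which argues against a difference of the untreated library as the whole cause, since the 3 earlier UVC libraries would then show the rise too. A difference of the 12 h library alone stays open. Time in culture and the effect of UVC radiation cannot be told apart here, because 0 untreated libraries of a UVC time point were used here. The rise may therefore come from either.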

How the results depend on the processing

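Among the alternatives, scaling by the total count without a filter or a prior count and the lists by symbol alone were chosen after seeing the data, and the others were chosen before the data were examined. No paired analysis was possible because each condition has 1 library and no label pairs samples. The cause was not tested for any change below, apart from those that follow from how an alternative is built.

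DESeq2 size factors kept the numbers of called genes within 1.5 times, the medians and ranks of the lists within their counting error, and the operon values. A prior count of 0.25 and no filter did the same for the numbers and the lists. The SD over genes stayed within its interval under each scaling and prior count. Of 292 values of 73 named genes, 284 stayed within their counting interval with DESeq2 size factors, 255 with upper-quartile factors and 191 with the total count. A mean count of at least 100 gave no value for 4 named genes.

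Without scaling, the larger UVC libraries raise every log2 fold change by construction. Up-regulated and down-regulated genes then numbered 355 and 18 at 5 min, 187 and 16 at 1 h, 160 and 2 at 3 h, and 231 and 1 at 12 h, with 600 unique genes. List medians at 5 min became 0.60 for Homologous recombination, 0.27 for Mismatch repair, 0.67 for Nucleotide excision repair, 0.65 for Base excision repair, 1.42 for Nitrogen metabolism, 0.42 for ROS detoxification, 0.76 for Oxidative phosphorylation, 0.78 for ribosomal proteins, 0.14 for chaperones and heat shock proteins, 0.31 for aminoacyl-tRNA synthetases and 0.47 for tRNA genes. At 12 h they became 0.24 for ribosomal proteins, 0.24 for aminoacyl-tRNA synthetases and 0.20 for tRNA genes.

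With the total count alone, down-regulated genes numbered 79 at 5 min and 57 at 1 h. List medians at 5 min became 0.10 for Homologous recombination, -0.22 for Mismatch repair, 0.18 for Nucleotide excision repair, 0.15 for Base excision repair, 0.93 for Nitrogen metabolism, -0.071 for ROS detoxification, 0.27 for Oxidative phosphorylation, 0.28 for ribosomal proteins, -0.35 for chaperones and heat shock proteins and -0.18 for aminoacyl-tRNA synthetases. At 12 h they became -0.20 for ribosomal proteins and -0.20 for aminoacyl-tRNA synthetases. The ranks among random lists moved by no more than 5 points or their counting error under any scaling, since random lists shift with the scaling. Operon values at 5 min became 0.52 and 0.89 for the Base excision repair operons from 2681390 and from 5669026, and 0.65, 0.64, 0.35 and 1.59 for the Oxidative phosphorylation operons from 128232, 1484006, 4422314 and 4457883. The operons from 313439 and from 4427559 reversed, to -0.088 and -0.0031. Of the 11 operons, 5 were highest at 5 min. Without a filter and a prior count as well, 83 and 61 genes were down-regulated at 5 min and 1 h. Under this setting the other cluster, formed on z-scores without the log, held 156 genes.

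Upper-quartile factors gave medians of 0.40 at 5 min and -0.20 at 12 h for ribosomal proteins and -0.19 at 12 h for aminoacyl-tRNA synthetases.

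A threshold of 2 can only lower the numbers. Up-regulated and down-regulated genes were 23 and 3 at 5 min, 22 and 3 at 1 h, 6 and 1 at 3 h, and 1 and 0 at 12 h, with 36 unique genes. A counting interval beyond the threshold left 27, 12, 8 and 4 down-regulated genes at 5 min, 1 h, 3 h and 12 h, 16 up-regulated genes at 12 h and 144 unique genes. A mean count of at least 100 left 23 down-regulated genes at 1 h and 5 at 12 h, and gave an SD over genes of 0.287 at 12 h. A prior count of 5 left 7 down-regulated genes at 12 h.

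Against the 3 h library, 18 genes were down-regulated at 5 min, and 25 were up-regulated and 6 down-regulated at 1 h. AWR27_RS04050 reversed with this reference, to 0.90 at 5 min and 0.13 at 1 h, since it was itself low at 3 h. Against the 12 h library, 65 genes were down-regulated at 1 h, and the tRNA gene AWR27_RS18955, with 8 counts at 5 min, reversed to 0.30 at 5 min.

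Without the genes that the paper names, Homologous recombination had a median of 0.029 above 46.2% of random lists and Nitrogen metabolism a median of 0.37 above 86.9%. Mismatch repair had a median of -0.17 above 5.13% of random lists, against -0.08 and 17.8% with all members, a change within counting error. The paper names these genes because they were up-regulated at 5 min, so lower medians and ranks follow from the construction. By symbol alone, without the genes added from the paper's assignment, the Homologous recombination median stood above 90.9% of random lists. Nitrogen metabolism then had a median of 0.37 above 92.1%, and Mismatch repair a median of -0.16 above 5.8%.

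With z-scores on values without the log, operon values at 5 min became 1.42, 1.48 and 1.64 for the Oxidative phosphorylation operons from 130455, 182798 and 4457883.

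The correlation between neighbours was 0.575, 0.589 and 0.372 at 5 min, 1 h and 3 h with a gap of at most 50 bp. It was 0.472, 0.475 and 0.343 at 5 min, 1 h and 12 h with at most 300 bp. With a mean count of at least 100 it was 0.568, 0.579, 0.380 and 0.429 in order of time.

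Depth limits the genes of low counts most. Counting intervals of the 4 tRNA genes called at 12 h all reach above -1, and 55.2 counts on average were read on the least abundant gene of the stretches. The spread between cultures could not be measured, and simulated series with a coefficient of variation of 0.2 and no effect had 342 unique genes at the threshold of 1, against 20.5 with a coefficient of 0.1 and 233 called in the data. The simulated SD over genes with 0.2 lies above that of the data at 1 h, 3 h and 12 h, and below it at 5 min. At 3 h and 12 h it lies above the interval of the data, so 0.2 in all genes is too large there.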

Differences from the paper's values

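Scaling by the total count without a filter or a prior count was chosen after seeing the values, and the other alternatives of this part were chosen before the data were examined. The paper reports 83 down-regulated genes at 5 min, against 42 here. The total count as the scaling gave 79, within 1.5 times of the paper's value, and the other alternatives run for this number did not come that close, the nearest being 51 with the 12 h library as the reference. The paper reports 61 down-regulated genes at 1 h, against 35 here. The total count gave 57, upper-quartile factors 47 and the 12 h library as the reference 65, all within 1.5 times, and DESeq2 size factors, no scaling, both filters, both prior counts, both stricter thresholds and the 3 h library as the reference did not. The paper's numbers of up-regulated genes at 5 min, 1 h, 3 h and 12 h were 97, 65, 34 and 54, against 130, 81, 29 and 41 here, and its numbers of down-regulated genes at 3 h and 12 h were 14 and 11, against 13 and 12. These lie within 1.5 times, as do the paper's 264 unique genes against 233. The setting chosen after seeing the values, scaling by the total count with neither a filter nor a prior count, gave 97, 65, 34 and 54 up-regulated, 83, 61, 14 and 11 down-regulated and 264 unique genes, equal to the paper's numbers, and dropped 0 of the 7 genes that the paper names as up-regulated.

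The paper reports 162 genes in the cluster of genes down-regulated in early response, against 90 here. Ward linkage gave 114, within 1.5 times, and complete linkage, z-scores without the log and the genes called with DESeq2 size factors or without a filter did not. The setting chosen after seeing the values, which dropped 0 of the 7 genes named as up-regulated and used z-scores without the log, gave 156. The paper's early cluster of 105 genes lies within 1.5 times of 143. The paper's 2 cluster sizes sum to 267, against its 264 unique genes.

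The number of genes down-regulated at both 1 h and 3 h and at no other time was about 2 in Fig. 2A, read by eye, against 6 here and 6 with the setting chosen after seeing the values, which dropped 0 of the 7 named genes. Of the 30 regions of Fig. 2A, 29 matched under that setting and 7 under the main one. The down-regulated regions of the figure sum to about 57 at 1 h and about 10 at 3 h in Fig. 2A, read by eye, against 61 and 14 in the paper's text. No alternative chosen before the data were examined was run for this region.

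The lines of Fig. 3C and Fig. 3D were read by eye. For *ssb* the paper's values were about 1.1 at 5 min and about 0.68 at 1 h in Fig. 3C, read by eye, against 1.24 and 0.79 here. Those of *recR* were about 1.2 and about 0.72 in Fig. 3C, read by eye, against 1.38 and 0.84. For *recA* they were about 2.2 at 5 min, about 1.9 at 1 h and about 0.45 at 12 h in Fig. 3C, read by eye, against 2.37, 2.03 and 0.40. Those of *ruvB* were about 1.9 and about 1.8 at 5 min and 1 h in Fig. 3C, read by eye, against 2.08 and 1.96. The value of *mutS* at 5 min was about 1.2 in Fig. 3C, read by eye, against 1.29. In Fig. 3D, read by eye, *nirB* was about 1.6 at 5 min, against 1.78, and the glutamine synthetase gene about 1.6 at 5 min and about 1.2 at 1 h, against 1.77 and 1.36. For these 13 values, the total count as the scaling gave values that differed from the paper's by no more than the counting error and the rounding of the reading. Upper-quartile factors did so for *ssb* and *recR* at 1 h, *recA* at 12 h and *mutS* at 5 min. The 3 h library as the reference did so for *ssb* at 5 min and 1 h and *recR* at 5 min, and the 12 h library for *recR* at 1 h and *mutS* at 5 min. DESeq2 size factors, no scaling, both filters and both prior counts did not for any of the 13.

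For *mutS* at later times the paper's values were about 0.73 at 1 h, about 0.25 at 3 h and about 0.56 at 12 h in Fig. 3C, read by eye, against 1.05, 0.35 and 0.070 here. The total count gave 0.93, 0.37 and 0.12. At 1 h the 3 h library as the reference came within counting error of the paper's value, with 0.70, and the other alternatives did not. At 3 h none of the scalings, filters and prior counts did, and at 12 h no scaling did, with 0.56, while the other alternatives did not. The figure shows *mutS* rising from 3 h to 12 h, and the counts gave a fall over this time under every scaling run, from 0.91 to 0.56 without scaling. The paper's text states a gradual decrease over time.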

Other observations

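All tests of explanations in this part were chosen only after the result was seen, as were the lists of aminoacyl-tRNA synthetases and tRNA genes and the genes *gyrA*, *gyrB* and *topA*.

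The 50 ribosomal protein genes had a median log2 fold change of 0.43 at 5 min, 0.44 at 1 h, 0.18 at 3 h and -0.26 at 12 h. It was higher than all of the 10000 matched random lists at the first 3 times and lower than all of them at 12 h. With the total count alone the medians at 5 min and 12 h were 0.28 and -0.20, and without scaling the median at 12 h was above 0, at 0.24. Of these genes 6 were up-regulated at 5 min. The 5 chaperone and heat shock genes had medians of -0.21 at 5 min, above 2.65% of random lists, and 0.20 at 3 h, above 96.3%. Without scaling the median at 5 min was above 0, at 0.14. The 17 aminoacyl-tRNA synthetase genes had medians of -0.03 at 5 min, above 15.2% of random lists, and -0.25 at 12 h, above 0.28%, and none was called at any time. Without scaling these medians were above 0, at 0.31 and 0.24.

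The tRNA genes, 35 of 39 of which passed the filter, had a median of 0.12 at 5 min, above 96.5% of random lists. Its counting interval of -0.03 to 0.27 included 0, and with the total count alone the median was -0.02. At 5 min 1 tRNA gene was up-regulated and 2 were down-regulated. At 12 h the median was -0.30, below all random lists. Without scaling the median at 12 h was above 0, at 0.20. At 12 h 4 tRNA genes passed the threshold for lower expression, with 14 to 31 counts in the untreated library and 7 to 16 at 12 h. The counting intervals of 4 of these 4 genes reached above -1, so counting error at low counts may account for their calls. It does not account for the median of the list, whose counting interval had an upper bound of -0.16. Loss of short RNA from the 12 h library stays open. The 40 protein-coding genes of at most 200 bp had a median of -0.022 at 12 h, but their RNA can lie in longer transcripts, so this value does not decide it. No time-matched untreated library was used here, so a biological explanation was not tested.

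*gyrB* (AWR27_RS02295) had log2 fold changes of 2.01, 1.67, 0.70 and 0.24 in order of time. Those of *gyrA* (AWR27_RS07795) were 0.95, 0.19, -0.73 and -0.63, and those of *topA* (AWR27_RS05380) were 0.48, 0.47, 0.22 and 0.02. The transfer-messenger RNA *ssrA* (AWR27_RS04125) took 10.1% of the counts in the untreated library and 8.91%, 8.08%, 7.49% and 8.92% in the UVC libraries, and rRNA took between 4.09% and 5.06%.

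Under the total count, the median log2 fold change of all genes lay below 0 at 5 min. Leaving out the 10 genes whose share of the counts rose most moved it to -0.13, leaving out 50 to -0.09 and leaving out 100 to -0.06, so a few genes are not the whole cause. Totals of protein-coding and pseudogene loci alone gave -0.19, so rRNA, tRNA and other stable RNA that took more of the counts are not the cause either. Many genes rising moderately is a candidate explanation that stays open, and which scaling matches the amounts of RNA per cell was not tested.

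Neighbouring genes had similar log2 fold changes at 5 min. Reads shared where genes overlap are not the whole cause, since pairs that do not overlap gave a correlation of 0.527. A trend of the fold change with expression level is not either, since removing the median of each expression bin left 0.518. Transcription of neighbours on the same RNA is a candidate explanation, and since strand was not used it was not tested. Correlations are across genes, which are not independent replicates.

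More genes were up-regulated at 12 h than at 3 h, 41 against 29, and 15 of those at 12 h were not called at an earlier time. The order reversed under both stricter thresholds, with 16 at 12 h against 20 at 3 h for a counting interval beyond the threshold, and 1 against 6 for an absolute log2 fold change of at least 2. Time in culture and UVC radiation cannot be told apart for these 15 genes, because no untreated library of 12 h was used.

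The log2 fold change fell weakly with the distance from *dnaA* across 4843 genes, with Spearman correlations of -0.091, -0.108, -0.116 and -0.089 in order of time. Fewer copies of regions far from *dnaA* after stalled replication may give such a trend, with -0.091 at 5 min, but the position of the replication origin and the amount of DNA were not measured, so this and position effects of other kinds cannot be told apart. In windows of 250 kb the median at 5 min lay between -0.14 and 0.12.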
